# A novel kinase regulates dietary restriction-mediated longevity in *Caenorhabditis elegans*

**DOI:** 10.1111/acel.12218

**Published:** 2014-03-21

**Authors:** Manish Chamoli, Anupama Singh, Yasir Malik, Arnab Mukhopadhyay

**Keywords:** beta-oxidation, *Caenorhabditis elegans*, dietary restriction, fat storage, lifespan, xenobiotic detoxification

## Abstract

Although dietary restriction (DR) is known to extend lifespan across species, from yeast to mammals, the signalling events downstream of food/nutrient perception are not well understood. In *Caenorhabditis elegans*, DR is typically attained either by using the *eat-2* mutants that have reduced pharyngeal pumping leading to lower food intake or by feeding diluted bacterial food to the worms. In this study, we show that knocking down a mammalian MEKK3-like kinase gene, *mekk-3* in *C. elegans*, initiates a process similar to DR without compromising food intake. This DR-like state results in upregulation of beta-oxidation genes through the nuclear hormone receptor NHR-49, a HNF-4 homolog, resulting in depletion of stored fat. This metabolic shift leads to low levels of reactive oxygen species (ROS), potent oxidizing agents that damage macromolecules. Increased beta-oxidation, in turn, induces the phase I and II xenobiotic detoxification genes, through PHA-4/FOXA, NHR-8 and aryl hydrocarbon receptor AHR-1, possibly to purge lipophilic endotoxins generated during fatty acid catabolism. The coupling of a metabolic shift with endotoxin detoxification results in extreme longevity following *mekk-3* knock-down. Thus, MEKK-3 may function as an important nutrient sensor and signalling component within the organism that controls metabolism. Knocking down *mekk-3* may signal an imminent nutrient crisis that results in initiation of a DR-like state, even when food is plentiful.

## Introduction

Dietary restriction (DR) is known to increase lifespan in almost all model systems tested. In mammals, it is associated with health benefits including reduced risk of cancer, neurodegenerative disorders, autoimmune diseases, cardiovascular diseases and type II diabetes (Fontana *et al*., 2010; Omodei & Fontana, 2011; Speakman & Mitchell, 2011). In spite of having positive impact on longevity and quality of life, DR is easier to implement in an experimental model as compared to human beings. DR in humans is challenging in terms of compliance, as we frequently succumb to gastronomic delights which are invariably high in fat and carbohydrates. In this context, it will be beneficial to have a model of DR where, irrespective of the calorie intake, an organism may enjoy its beneficial effects. In this study, we present such a model in *Caenorhabditis elegans*.

Although the beneficial effects of DR are known for decades, the molecular mechanisms and genetic pathways that mediate DR have remained elusive. In this direction, studies using model systems such as *Saccharomyces cerevisiae*, *C. elegans* and *Drosophila* have provided tremendous insights into the mechanisms of DR and longevity (Bishop & Guarente, 2007a; Mair & Dillin, 2008; Fontana *et al*., 2010; Kenyon, 2010). In *C. elegans*, molecular components working downstream of DR are studied after restricting food intake by using either genetic or nongenetic manipulations (Lakowski & Hekimi, 1998; Walker *et al*., 2005; Kaeberlein *et al*., 2006; Bishop & Guarente, 2007b; Panowski *et al*., 2007; Greer & Brunet, 2009). The *eat-2* mutants represent a well-studied genetic model of DR. Due to a mutation in a nonalpha nicotinic acetylcholine receptor subunit, the *eat-2* mutant worms have defective pharyngeal pumping and ingest fewer bacteria (Lakowski & Hekimi, 1998). Several nongenetic methods for DR have also been developed. While some protocols use serial dilutions to essentially limit the amount of bacteria available to the worms, others resort to complete bacterial deprivation (Walker *et al*., 2005; Kaeberlein *et al*., 2006; Bishop & Guarente, 2007b; Panowski *et al*., 2007; Greer & Brunet, 2009). However, these different DR regimes seem to activate distinct pathways. For example, *eat-2* mutants and liquid DR regimes require *pha-4* and *skn-1* transcription factors and are independent of the FOXO transcription factor, *daf-16* (Bishop & Guarente, 2007b; Panowski *et al*., 2007; Park *et al*., 2010). On the other hand, bacterial dilution protocol on solid media requires *daf-16* (Greer & Brunet, 2009). In this context, identification of genes that would induce a DR-like state when manipulated, without the confounding effects of dietary intake, is likely to provide fundamental insights into the mechanisms of DR.

Evolutionary advantages of unpredictable short-term shortage of food may have given rise to the DR response (Masoro, 1996). Molecularly, signalling components within an organism sense low nutrient availability to signal onset of a DR response. In this study, we characterize a novel mammalian MEKK3 (mMEKK3)-like serine–threonine kinase that qualifies as an important component of a nutrient sensing pathway and a DR response initiator. Knocking down *mekk-3* may signal an imminent nutrient crisis that initiates a DR-like state, although food is plentiful and intake is not compromised. This DR-like process dramatically increases lifespan and health span. The increased lifespan is dependent on *pha-4/FOXA* and partially dependent on *skn-1/NRF2*. Importantly, using this model, we further show that *mekk-3* knock-down increases the expression of beta-oxidation genes through the nuclear hormone receptor, NHR-49/HNF4, leading to depletion of stored fat. This metabolic shift towards fatty acid oxidation results in lower reactive oxygen species (ROS) generation without activation of the superoxide dismutases. However, increased fatty acid oxidation, which may lead to the formation of lipophilic endotoxins, activated the xenobiotic detoxification genes such as cytochrome P450 and UDP-glucuronosyltransferase (UGT). We show that this is achieved through the conserved transcription factors, PHA-4/FOXA, NHR-8 and aryl hydrocarbon receptor AHR-1. Thus, our study elucidates a novel mechanism of lifespan extension where a metabolic shift to fatty acid oxidation is coupled to xenobiotic detoxification, leading to dramatic increase in longevity.

## Results

### *mekk-3* dramatically affects lifespan and health span

In an effort to find kinases that genetically interact with the insulin/IGF-like signalling (IIS) pathway, we performed an RNAi screen to identify *daf-2(e1370)* dauer enhancers (M. Chamoli, A. Mukhopadhyay, unpublished data). We identified *mekk-3* as one of the top candidates (data not shown). Interestingly, *mekk-3* RNAi effectively knocked down the expression of *mekk-3* mRNA (Fig. S1A, Supporting Information) and consistently increased the lifespan of wild-type (WT) N2 Bristol strain by an average of ~60% [mean lifespan (MLS) of WT on control RNAi is 16.36 ± 0.34 days, on *mekk-3* RNAi is 26.27 ± 0.52 days, *P* < 0.0001; Fig. 1A, also see Tables 1 and S1, Supporting Information] without affecting developmental significantly (data not shown). Worms fed RNAi constructs containing either the full-length *mekk-3*cDNA (Fig. S1B) or subcloned fragments (Fig. S1C) also showed increased lifespan. The lifespan extension was not dependent either on addition of FUDR (Fig. S1D), a DNA synthesis inhibitor routinely supplemented during lifespan analysis, or on exposure of worms to OP50 prior to RNAi knock-down using HT115 (Fig. S1E). MEKK-3, encoded by F18F11.5, is a serine–threonine kinase that has 44% homology (26% identity) to mammalian MAP kinase kinase kinase (MAPKKK or MEKK), mMEKK3 and is able to function as a kinase *in vitro* (Fig. S2A,B). The increased longevity in *mekk-3* RNAi worms was distinctly associated with better health. These worms showed delayed as well as lower accumulation of lipofuscin, an age pigment (Fig. 1B). They also maintained healthier musculature, indicated by delayed age-onset nuclear membrane disintegration in muscles (Fig. 1C) and loss of mobility (Fig. S2C), when compared to control RNAi-treated worms. Together, *mekk-3* regulates lifespan and health span in *C. elegans*.

**Table 1:** Summary of lifespan analyses reported in this study

Genetic background	RNAi used	Mean ± SEM (days)	*N*	% change w.r.t control	*P* value
Wild-type	Control	16.36 ± 0.34	78		
	*mekk-3*†	26.27 ± 0.52	74	(+)60.57	< 0.0001
Wild-type	Control	17.37 ± 0.26	111		
	*mekk-3* cDNA construct‡	30.77 ± 0.44	106	(+)77.14	< 0.0001
*daf-2(e1370)*	Control	46.39 ± 0.85	165		
	*mekk-3*	60.42 ± 1.08	158	(+)30.24	< 0.0001
*daf-2(e1368)*	Control	28.34 ± 0.69	119		
	*mekk-3*	40.43 ± 0.84	120	(+)42.66	< 0.0001
*daf-16(mgDf50)*	Control	13.86 ± 0.26	79		
	*mekk-3*	24.06 ± 0.59	70	(+)73.59	< 0.0001
	*pdk-1*	13.07 ± 0.16	82	(−)5.69	≤ 0.001
*daf-3(mgDf90)*	Control	15.93 ± 0.33	90		
	*mekk-3*	25.65 ± 0.48	158	(+)61.01	< 0.0001
*daf-5(e1386)*	Control	14.71 ± 0.36	78		
	*mekk-3*	27.00 ± 0.74	76	(+)83.54	< 0.0001
*daf-2(e1370); daf-3(mgDf90)*	Control	49.86 ± 1.42	78		
	*mekk-3*	73.85 ± 1.18	106	(+)48.11	< 0.0001
*eat-2(ad1116)*	Control	28.94 ± 0.65	90		
	*mekk-3*	27.35 ± 0.61	48	(−)5.49	0.0453
*eat-2(ad1113)*	Control	24.16 ± 0.48	88		
	*mekk-3*	21.66 ± 0.67	62	(−)10.34	0.0089
*eat-2(ad465)*	Control	28.76 ± 0.40	94		
	*mekk-3*	25.64 ± 0.43	100	(−)10.84	< 0.0001
*clk-1(qm30)*	Control	33.04 ± 0.85	67		
	*mekk-3*	34.24 ± 0.83	76	(+)3.63	0.4198
*skn-1(zu169)*	Control	17.86 ± 0.49	76		
	*mekk-3*	26.39 ± 0.79	67	(+)47.76	< 0.0001
*nhr-49(ok2165)*	Control	16.22 ± 0.40	78		
	*mekk-3*	15.49 ± 0.58	45	(−)4.5	0.5572
*nhr-49(nr2041)*	Control	12.91 ± 0.12	141		
	*mekk-3*	13.67 ± 0.29	140	(+)5.88	< 0.0006
*daf-22(m30)*	Control	20.34 ± 0.33	73		
	*mekk-3*	20.59 ± 0.36	51	(+)1.22	0.6539
*mev-1(kn1)*	Control	14.36 ± 0.40	66		
	*mekk-3*	15.06 ± 0.55	52	(+)4.87	0.2868
*gas-1(fc21)*	Control	19.27 ± 0.28	89		
	*mekk-3*	29.74 ± 0.42	66	(+)54.33	< 0.0001
*nhr-8(ok186)*	Control	17.53 ± 0.34	85		
	*mekk-3*	12.71 ± 0.30	42	(−)27.49	≤ 0.001
*aha-1(ok1396)*	Control	16.69 ± 0.33	141		
	*mekk-3*	12.89 ± 0.34	148	(−)22.76	< 0.0001
*ahr-1(ju145)*	Control	16.16 ± 0.45	49		
	*mekk-3*	14.92 ± 0.38	51	(−)7.67	0.0561
*ahr-1(ia3)*	Control	18.43 ± 0.27	134		
	*mekk-3*	20.96 ± 0.41	95	(+)13.72	< 0.0001
*pgp-3(ok3091)*	Control	17.16 ± 0.47	69		
	*mekk-3*	18.63 ± 0.51	72	(+)8.56	0.0915
*pgp-3(pk18)*	Control	17.56 ± 0.30	81		
	*mekk-3*	19.67 ± 0.32	83	(+)12.01	< 0.0001
*fer-15(b26); fem-1(hc17)*	Control	17.82 ± 0.47	115		
	*mekk-3*	24.19 ± 0.63	104	(+)35.74	< 0.0001
Wild-type (15 °C)	Control	19.69 ± 0.46	105		
	*mekk-3*	35.89 ± 1.26	117	(+)82.27	< 0.0001
*hsf-1(sy441)* (15 °C)§	Control	17.85 ± 0.66	73		
	*mekk-3*	31.78 ± 1.69	74	(+)78.03	< 0.0001
Wild-type	Control	18.99 ± 0.44	71		
	*mekk-3*(post-L1)¶	31.40 ± 0.55	83	(+)65.35	< 0.0001
	*mekk-3*(post-L2)	24.87 ± 0.50	99	(+)30.96	< 0.0001
	*mekk-3*(post-L3)	23.40 ± 0.64	70	(+)23.22	< 0.0001
	*mekk-3*(post-L4)	19.16 ± 0.38	82	(+)0.89	0.869
	*mekk-3*(post-YA)	17.81 ± 0.36	70	(−)6.21	0.0336
*smg-1(cc546)*	Control	25.92 ± 0.89	78		
	*mekk-3*	34.60 ± 1.03	77	(+)33.48	< 0.0001
*smg-1(cc546) pha-4(zu225)*††	Control	25.94 ± 0.63	87		
	*mekk-3*	27.84 ± 0.66	79	(+)7.32	0.2621
Wild-type	Control	17.48 ± 0.28	95		
	*nhr-49*	16.80 ± 0.26	125	(−)3.89	0.0944
*eat-2(ad1116)*	Control	24.38 ± 0.41	117		
	*nhr-49*	12.55 ± 0.29	88	(−)48.52	< 0.0001
Wild-type	Control	18.37 ± 0.20	150		
	*nhr-8*	14.44 ± 0.26	106	(−)21.39	< 0.0001
*eat-2(ad1116)*	Control	24.40 ± 0.48	120		
	*nhr-8*	22.52 ± 0.26	124	(−)7.70	< 0.0001
*rde-1(ne219)*	Control	20.01 ± 0.43	106		
	*mekk-3*	20.96 ± 0.45	93	(+)4.74	0.165
*rde-1(ne219); kzIs9*	Control	18.14 ± 0.36	96		
	*mekk-3*	23.37 ± 0.46	93	(+)28.83	< 0.0001
*rde-1(ne219); kzIs20*	Control	16.09 ± 0.51	85		
	*mekk-3*	20.23 ± 0.60	95	(+)25.73	< 0.0001
*rde-1(ne213); kbIs7*	Control	20.16 ± 0.45	86		
	*mekk-3*	19.65 ± 0.50	84	(−)0.02	0.554
Wild-type	Control	18.76 ± 0.35	100		
	*mekk-3* cDNA construct 1	27.98 ± 0.47	117	(+)49.15	< 0.0001
	*mekk-3* cDNA construct 2	27.88 ± 0.39	162	(+)32.71	< 0.0001
	*mekk-3* cDNA construct 3	26.77 ± 0.41	140	(+)42.69	< 0.0001
Wild-type (25 °C)	Control	12.76 ± 0.25	100		
	*mekk-3*	17.68 ± 0.39	108	(+)38.56	< 0.0001
*daf-2(e1370)* (25 °C)‡‡	Control	35.20 ± 0.59	120		
	*mekk-3*	44.41 ± 0.76	120	(+)26.16	< 0.0001
Wild-type (without FUDR)	Control	18.37 ± 0.33	120		
	*mekk-3*	29.19 ± 0.42	120	(+)58.90	< 0.0001
Wild-type (grown on HT115)	Control	18.11 ± 0.33	120		
	*mekk-3*	28.42 ± 0.44	120	(+)56.62	< 0.0001
Wild-type	Control	20.34 ± 0.30	119		
	*mekk-3*	27.01 ± 0.44	107	(+)32.79	< 0.0001
*glp-1(e2141)*§§	Control	24.83 ± 0.42	120		
	*mekk-3*	25.65 ± 0.55	116	(+)3.30	0.0003
Wild-type	Control	18.74 ± 0.43	97		
	*mekk-3*	26.57 ± 0.52	136	(+)41.78	< 0.0001
	Control (5 mm DOG)	23.91 ± 0.63	135		
	*mekk-3* (5 mm DOG)	26.59 ± 0.65	150	(+)11.20	0.0009
Wild-type	Control (OD 3.50)	29.68 ± 1.11	47		
	Control (OD 1.75)	41.47 ± 1.05	49	(+)39.72	< 0.0001
	Control (OD 0.87)	47.92 ± 1.51	51	(+)61.45	< 0.0001
	Control (OD 0.44)	41.73 ± 1.93	49	(+)40.59	< 0.0001
	Control (OD 0.22)	40.89 ± 1.79	46	(+)37.76	< 0.0001
	Control (OD 0.03)	29.27 ± 1.27	49	(−)1.38	0.8725
	*mekk-3* (OD 3.50*)*	34.08 ± 1.73	38		
	*mekk-3* (OD 1.75)	38.07 ± 1.89	43	(+)11.70	0.0296
	*mekk-3* (OD 0.87)	28.40 ± 1.30	45	(−)16.66	0.0027
	*mekk-3* (OD 0.44)	31.10 ± 1.62	41	(−)8.74	0.1619
	*mekk-3* (OD 0.22)	37.14 ± 1.82	37	(+)8.97	0.1251
	*mekk-3* (OD 0.03)	25.86 ± 1.28	44	(−)24.12	< 0.0001

Expanded table for these experiments as well as an independent biological repeat is provided in Table S1.

† All experiments were performed using genomic RNAi construct from Ahringer RNAi library, unless mentioned otherwise.

‡ The full-length cDNA was cloned into pL4440. The cDNA sequence does not match any other sequence in the worm genome.

§ *hsf-1(sy441)* is lethal at higher temperatures. So, the strain and respective control wild-type were grown at 15 °C. Lifespan performed at 15 °C.

¶ *smg-1(cc546); pha-4(zu225)* was grown at 25 °C to deactivate *smg-1*, a component of the NMD pathway. At L4 stage, the strain was shifted to 15 °C for lifespan analysis. At 15 °C, *smg-1* is active and degrades *pha-4* by NMD. The s*mg-1(cc546)* was grown under similar conditions.

†† Eggs were hatched on control RNAi, and worms were then transferred to *mekk-3* RNAi at different larval stages indicated in brackets.

‡‡ The worms were grown at 20 °C till L3 and then transferred to 25 °C for lifespan analysis.

§§ Wild-type and *glp-1(e2141)* worms were hatched at 25 °C and transferred to 20 °C after 24 h. Lifespans were performed at 20 °C.

**Figure 1:**
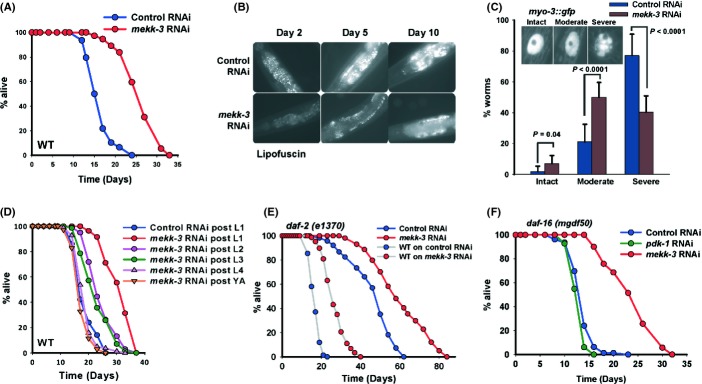
*mekk-3* is an important regulator of lifespan and health span. (A) Lifespan was significantly increased when *mekk-3* was knocked down using RNAi. Mean lifespan (MLS) [days ± SEM, (*n*)] of wild-type (WT) on control RNAi was 16.36 ± 0.34 days (*n* = 78), while on *mekk-3* RNAi it was 26.27 ± 0.52 days (*n* = 74), *P* < 0.0001 by log-rank test. (B) *mekk-3* knock-down delayed accumulation of lipofuscin pigment in the intestine. (C) Muscle nuclei degeneration was delayed in *myo-3::gfp* transgenic worms grown on *mekk-3* RNAi. Nuclei were categorized as intact, moderately or severely degraded according to representative photographs in the inset. Error bars indicate standard deviation; *n* > 20; Student’s *t-*test. (D) Temporal requirements of *mekk-3* knock-down. Maximum extension of lifespan was observed when *mekk-3* RNAi was initiated at L1 (31.40 ± 0.55 days, *n* = 83, *P* < 0.0001), while no extension was seen when it was initiated at L4 (19.16 ± 0.38 days, *n* = 82, *P* = 0.869). As a control, worms were transferred to control RNAi at L1. (E) Knocking down *mekk-3* in *daf-2(e1370)* further increased lifespan. MLS on control RNAi was 46.39 ± 0.85 days (*n* = 165), while on *mekk-3* RNAi was 60.42 ± 1.08 days (*n* = 158), *P* < 0.0001. The grey lines indicate WT on control or *mekk-3* RNAi. (F) *mekk-3* RNAi increased lifespan of *daf-16(mgDf50)*. Mean life-span on control RNAi was 13.86 ± 0.26 days (*n* = 79), whereas on *mekk-3* RNAi it was 24.06 ± 0.59 days (*n* = 70), *P* < 0.0001. *pdk-1* RNAi, which fails to extend life-span in *daf-16(mgDf50)*, was used as control. All life-spans were performed at 20 °C.

To increase lifespan, components of the major longevity pathways have to be knocked down at temporally distinct points in the life cycle. For example, reducing insulin/IGF signalling during adulthood or at an advanced age is sufficient to increase lifespan (Dillin *et al*., 2002a). On the other hand, mitochondrial genes have to be knocked down early during the development to positively influence longevity (Dillin *et al*., 2002b). In case of *mekk-3*, knocking the gene down early in life resulted in increased longevity; RNAi initiated at L4 or later had no effect (MLS of WT on control RNAi is 18.99 ± 0.44 days, on *mekk-3* RNAi from L1 is 31.40 ± 0.55 days, *P* < 0.0001, while from L4 is 19.16 ± 0.38 days *P* = 0.869, Fig. 1D, Table 1). Thus, *mekk-3* has temporal requirements that are different from IIS pathway and similar to mitochondrial genes that affect lifespan.

### *mekk-3* works independently of IIS and TGF-beta-like signalling

In *C. elegans*, lifespan and dauer diapause are controlled by two parallel and overlapping signalling cascades, the IIS pathway and the noncanonical TGF-beta-like pathway (Shaw *et al*., 2007; Fielenbach & Antebi, 2008; Kenyon, 2010). Mutation in IIS receptor *daf-2* leads to extended lifespan that is dependent on the FOXO transcription factor DAF-16 and the heat shock transcription factor HSF-1 (Kenyon, 2010). When *daf-2(e1370)* worms were grown on *mekk-3* RNAi at 20 °C, a dramatic increase in lifespan was observed over control RNAi-grown worms, suggesting that MEKK-3 may work in a parallel pathway [MLS of *daf-2(e1370)* on control RNAi is 46.39 ± 0.85 days, on *mekk-3* RNAi is 60.42 ± 1.08 days, *P* < 0.0001; Fig. 1E, Table 1]. RNAi knock-down of *mekk-3* increased lifespan of *daf-2(e1370)* shifted to 25 °C at L3 when IIS completely shuts down, as well as in *daf-2(e1368),* a weaker allele (Fig. S2D,E). It is also possible that *mekk-3* and *daf-2* signalling pathways may overlap. Additionally, the lifespan extension observed on knocking down *mekk-3* requires neither *daf-16* nor *hsf-1* [MLS of *daf-16(mgDf50)* on control RNAi is 13.86 ± 0.26 days, on *mekk-3* RNAi is 24.06 ± 0.59 days, *P* < 0.0001; *hsf-1(sy441)* on control RNAi is 17.85 ± 0.66 days, on *mekk-3* RNAi is 31.78 ± 1.69 days, *P* < 0.0001; Figs 1F and Fig. S3A, Table 1]. *mekk-3* RNAi was also able to extend the lifespans of *daf-3(e1390)* and *daf-5(e1386)* (Fig. S3B,C and Table 1). DAF-3 is a SMAD factor, while DAF-5 is a SNO/SKI transcription factor downstream of the TGF-beta-like pathway (Fielenbach & Antebi, 2008). Further, *mekk-3* RNAi also increased the lifespan of *daf-2(e1370); daf-3(mgDf90)* where the inputs from the DAF-7 pathway into IIS pathway have been eliminated (Padmanabhan *et al*., 2009) (Fig. S3D, Table 1). Taken together, these experiments show that MEKK-3 affects longevity independent of the IIS and TGF-beta-like pathways, possibly using a different mechanism.

### *mekk-3* knock-down induces a DR-like state

As *mekk-3* works independently of the IIS and TGF-beta-like pathway to affect lifespan, we investigated its role in other longevity pathways. In *C. elegans*, the *eat-2* mutants represent a robust genetic model of DR (Lakowski & Hekimi, 1998) that are characterized by long lifespan and reduced fat storage (Lakowski & Hekimi, 1998; Brooks *et al*., 2009). We determined the levels of stored fat in the long-lived *mekk-3* RNAi worms using Oil Red O and Nile Red staining (Yen *et al*., 2010) as well as biochemically by quantifying the triglyceride levels. We found that similar to *eat-2* mutants, *mekk-3* RNAi worms possess considerably fewer fat droplets in the intestinal cells and the hypodermis (Figs 2A and S10A) and had significantly lower triglyceride levels (Fig. S3E). The suppression of fat storage was also substantial when we grew *daf-2(e1370)*, having intrinsically higher fat content, on *mekk-3* RNAi (Figs S3F and S10D). Thus, similar to *eat-2* mutants, *mekk-3* knock-down worms have increased lifespan and low fat reserves.

**Figure 2:**
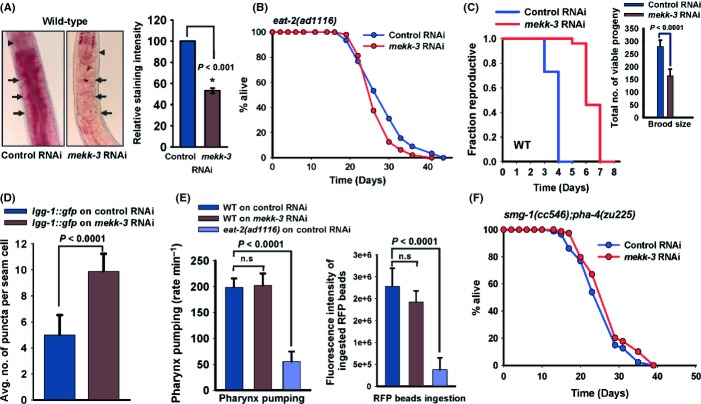
*mekk-3* knock-down initiates a dietary restriction-like state. (A) Oil Red O staining shows that wild-type (WT) worms grown on *mekk-3* RNAi store less fat when compared to control RNAi-grown worms (Left panels). Arrow head indicates the pharynx. Arrows highlight areas showing differences in hypodermal/intestinal fat staining between control and *mekk-3* RNAi. Quantification of staining is presented on the right. Error bars indicate SEM; *n* > 60; Student’s *t-*test). (B) The life-span of *eat-2(ad1116)* was not further increased when *mekk-3* was knocked down. Mean life-span (MLS) on control RNAi was 28.94 ± 0.65 days (*n* = 90), while that on *mekk-3* RNAi was 27.35 ± 0.61 days (*n* = 48), *P* = 0.0453 by log-rank test. Life-spans were performed at 20 °C. (C) Knock-down of *mekk-3* resulted in longer reproductive span [mean reproductive span (MRS) of WT on control RNAi is 2.39 ± 0.14 days, on *mekk-3* RNAi is 3.73 ± 0.19 days; *P* < 0.0001 by log-rank test; *n* = 20] and smaller brood size (inset; brood size 163.86 ± 26.62) on *mekk-3* RNAi compared with control RNAi worms (brood size 279.13 ± 25.33, *P* < 0.0001; Student’s *t-*test; *n* = 15). (D) Enhanced autophagosome formation in hypodermal seam cells in worms grown on *mekk-3* RNAi (9.89 ± 1.35 foci per seam cell) compared with ones grown on control RNAi (4.99 ± 1.53 foci per seam cell) (*P* < 0.001; Student’s *t-*test; *n* > 25, 3–7 seam cells per worm). (E) WT worms grown on *mekk-3* RNAi (pumping rate 210.60 ± 22.35 times per minute) or control RNAi (201.60 ± 14.75 times per minute) have comparable rates of pharyngeal pumping and consequently have similar RFP bead intake (right). *eat-2(ad1116)*, which worms pump slowly (62.40 ± 7.59 times per minute), have lower RFP bead intake (right). (n.s., not significant; *n* > 50 for pharyngeal pumping and *n* > 30 for bead assay; Student’s *t-*test). (F) *mekk-3* RNAi failed to significantly increase lifespan when *pha-4* was mutated. *smg-1(cc546); pha-4(zu225)* worms were grown at 25 °C, and lifespan performed at 15 °C. At 15 °C, *pha-4* is degraded by NMD pathway. MLS of *smg-1(cc546); pha-4(zu225)* grown on control RNAi was 25.94 ± 0.63 days (*n* = 87), on *mekk-3* RNAi was 27.84 ± 0.66 days (*n* = 79), *P* = 0.2621.

The *eat-2* mutants (Lakowski & Hekimi, 1998; Brooks *et al*., 2009) as well as *mekk-3* knock-down worms have enhanced longevity and reduced fat storage. So, next we investigated their genetic interactions. We found that *mekk-3* RNAi failed to increase the long lifespans of *eat-2(ad1116)*, *eat-2(ad1113)* and *eat-2(ad465)* to the same extent as in WT [MLS of *eat-2(ad1116)* on control RNAi is 28.94 ± 0.65 days, on *mekk-3* RNAi is 27.35 ± 0.61 days, *P* = 0.0453; Figs 2B and S4A,B, Table 1], suggesting that they may function in the same genetic pathway for lifespan regulation. RNAi of *mekk-3* decreased the low fat storage of *eat-2(ad1116)*, suggesting that metabolic changes precede longevity mechanisms (Figs S4C and S10E). Similar to *eat-2* mutants (Crawford *et al*., 2007; Jia & Levine, 2007), the *mekk-3* RNAi worms have low brood size, longer reproductive span, increased autophagosome formation in the seam cells and smaller body size compared to control RNAi worms (Figs 2C,D and S4D). Additionally, like *eat-2* mutants (Lakowski & Hekimi, 1998), *mekk-3* RNAi did not significantly increase the lifespan of *clk-1(qm30)*, a mutant in the highly conserved demethoxyubiquinone (DMQ) hydroxylase gene that is necessary for the biosynthesis of ubiquinone [MLS of *clk-1(qm30)* on control RNAi is 33.04 ± 0.85 days, while on *mekk-3* RNAi is 34.24 ± 0.83 days, *P* = 0.419, Fig. S4E]. However, the *eat-2* mutants have low pharyngeal pumping rate and as a result ingest less bacteria (Lakowski & Hekimi, 1998). Surprisingly, distinct from *eat-2* mutants, *mekk-3* RNAi did not significantly affect pharyngeal pumping and the worms had normal feeding rate as measured by ingestion of fluorescent beads, GFP-expressing bacteria or by uptake of C_12_ BODIPY (Figs 2E, S12 and S13). Together, *mekk-3* knock-down may initiate a DR-like process by a novel mechanism independent of pharyngeal pumping and feeding defects. It may thus represent a new model of DR.

Dietary restriction may be implemented in *C. elegans* by nongenetic means either by serially diluting the bacteria that the worms feed on (Panowski *et al*., 2007) or by using a nonhydrolysable analogue of glucose (Schulz *et al*., 2007). So, next we studied the genetic interaction of these two DR regimes with the new model of DR. Bacterial dilution-induced DR typically produces a bell-shaped curve when MLSs are plotted against the decreasing values of bacterial concentration (Panowski *et al*., 2007). However, we found that when *mekk-3* RNAi-treated worms were exposed to bacterial dilution starting at adulthood, the MLSs failed to produce a bell-shaped curve (Fig. S5A, Table 1). Additionally, *mekk-3* RNAi failed to extend the lifespan of worms exposed to 2-deoxyglucose (DOG), to the same extent as in untreated worms (Fig. S5B, Table 1). Together, these observations point to the fact that the DR-like state initiated by either knocking down *mekk-3* or through nongenetic means may utilize similar pathways to affect longevity positively.

Genetic and nongenetic models of DR specifically require a FoxA transcription factor, PHA-4 (Panowski *et al*., 2007), to increase lifespan. PHA-4 is not required for IIS pathway-mediated longevity effects. So, next we asked whether our new model of DR requires *pha-4*. We used the temperature-sensitive mutant *smg-1(cc546); pha-4(zu225)* and evaluated whether *mekk-3* RNAi can extend lifespan when *pha-4* is absent; in this mutant, *smg-1* is WT at 15 °C and *pha-4* is degraded by non-sense-mediated decay (NMD) pathway. Under this condition, *mekk-3* failed to increase lifespan significantly [MLS of *smg-1(cc546); pha-4(zu225)* on control RNAi is 25.94 ± 0.63, on *mekk-3* RNAi is 27.84 ± 0.66, *P* = 0.262, Fig. 2F, Table 1]. Thus, similar to *eat-2* mutants and nongenetic liquid DR, knocking down *mekk-3* requires PHA-4 to enhance longevity.

The stress-protective transcription factor SKN-1/NRF2 is important in the ASI neurons to regulate DR-induced longevity, whereas it works downstream of the IIS pathway, in the intestine, to regulate oxidative stress tolerance (Bishop & Guarente, 2007b; Tullet *et al*., 2008; Park *et al*., 2010). We asked whether the new model of DR requires SKN-1. We found that when null mutant *skn-1(zu169)* was grown on *mekk-3* RNAi, lifespan was significantly extended [MLS of *skn-1(zu169)* on control RNAi is 17.86 ± 0.49 days, on *mekk-3* RNAi is 26.39 ± 0.79 days, *P* < 0.0001; Fig. S5C, Table 1], but not to the same extent as WT control (Table 1). Thus, *mekk-3* knock-down-mediated DR partially depends on *skn-1* for extended longevity, much similar to *eat-2* mutant (Park *et al*., 2010) and the nongenetic liquid DR model (Bishop & Guarente, 2007b).

Nutrient signalling is known to play an important role in determining how the reproductive system will influence lifespan (Crawford *et al*., 2007). While DR can extend lifespan in worms lacking the reproductive apparatus, it produced lesser effect in a germline-depleted one (Crawford *et al*., 2007). We asked whether *mekk-3* can extend lifespan in a germline-defective mutant, *glp-1(e2141ts)*. We knocked down *mekk-3* in *glp-1(e2141ts)* and found that the lifespan extension was not to the same extent as in WT [MLS of *glp-1(e2141ts)* on control RNAi 24.83 ± 0.42 days, on *mekk-3* RNAi is 25.65 ± 0.55 days, *P =* 0.003; Fig. S5D]. On the other hand, *mekk-3* RNAi was able to increase lifespan in the sterile strain, *fer-15(b26); fem-1(hc17)* (MLS on control RNAi is 17.82 ± 0.47 days, on *mekk-3* RNAi is 24.19 ± 0.63 days, *P <* 0.0001, Table 1). This suggests that *mekk-3* knock-down genetically interacts with germline in a manner similar to *eat-2(ad1116)*.

Taken together, multiple lines of evidence suggest that knocking down the novel kinase *mekk-3* extends longevity by initiating a DR-like state, similar to the genetic and nongenetic models of DR. However, distinct from the *eat-2* mutants, the induction of this DR-like state is independent of food intake.

### *mekk-3* works in the muscle and hypodermis to regulate lifespan

To study the distribution of *mekk-3* expression, its promoter was cloned in the promoter-less *gfp* vector, pPD95.75. The *mekk-3* promoter drives expression of *gfp* in vulval muscles, body wall muscles, hypodermis, seam cells and tissues adjoining the pharynx and anus (Fig. 3A; Supplementary confocal videos). Expression was also noticed in some neurons but is excluded from the intestine. To find tissues where knocking down of *mekk-3* is sufficient to extend lifespan, we used tissue-specific RNAi systems (Espelt *et al*., 2005; Qadota *et al*., 2007). Interestingly, we found that *mekk-3* RNAi did not extend lifespan when specifically knocked down in the intestine, the major metabolic tissue in the worm. However, partial lifespan extension was observed when expression is reduced in muscles or hypodermis (Fig. 3B–E, Table 1). This suggests that *mekk-3* functions in a cell nonautonomous manner and cooperation between multiple tissues may be required for its normal function. It also establishes hypodermis as an important energy sensing and transducing tissue.

**Figure 3:**
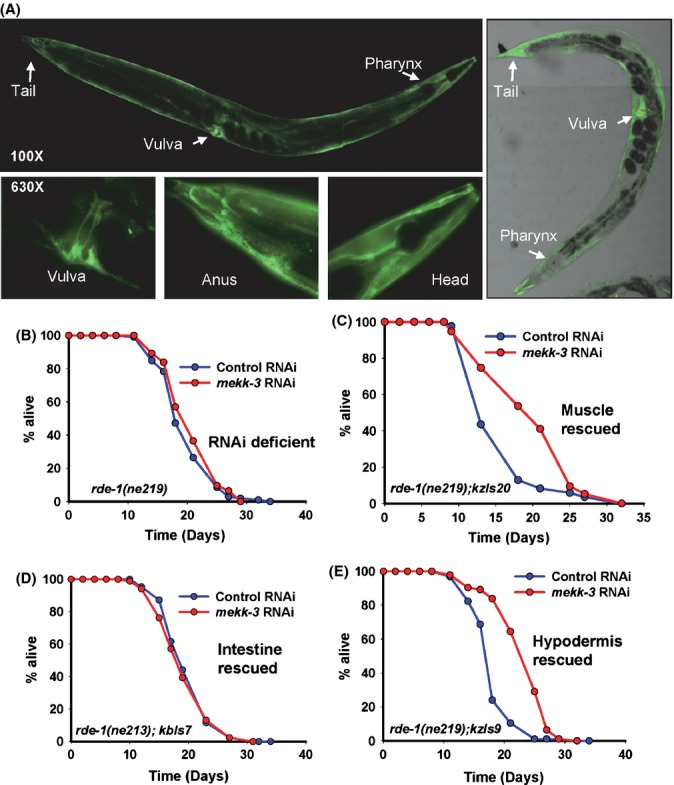
MEKK-3 is required in the hypodermis and muscle for longevity. (A) Expression pattern of *mekk-3p::gfp* transgenic worms. Expression is observed in the hypodermis, vulva and regions adjoining the head and tail. (B) *mekk-3* RNAi had limited effect on the lifespan of RNAi-deficient *rde-1(ne219)*. Mean lifespan (MLS) on control RNAi was 20.01 ± 0.43 (*n* = 106), on *mekk-3* RNAi was 20.96 ± 0.45 days (*n* = 93), *P* = 0.165, log-rank test. (C) *mekk-3* RNAi partially extended the lifespan of *rde-1(ne219); kzIs20*. The *rde-1* gene is rescued in the muscles of *rde-1(ne219)*. Mean lifespan on control RNAi was 16.09 ± 0.51 days (*n* = 85), on *mekk-3* RNAi was 20.23 ± 0.60 days (*n* = 95), *P* < 0.0001. (D) *mekk-3* RNAi had limited effects on lifespan of *rde-1(ne213); kbIs7*. The *rde-1* gene is rescued in the intestine of *rde-1(ne219)*. Mean lifespan on control RNAi was 20.16 ± 0.45 days (*n* = 86), on *mekk-3* RNAi was 19.65 ± 0.50 days (*n* = 84), *P* < 0.554. (E) *mekk-3* RNAi partially extended the lifespan *rde-1(ne219); kzIs9*. The *rde-1* gene is rescued in the hypodermis of *rde-1(ne219)*. Mean lifespan on control RNAi was 18.14 ± 0.36 days (*n* = 96), on *mekk-3* RNAi was 23.37 ± 0.46 days (*n* = 93), *P* < 0.0001. All lifespans were performed at 20 °C.

### A metabolic shift towards fatty acid oxidation on *mekk-3* knock-down

*mekk-3* knock-down resulted in increased longevity and decreased fat storage. The decreased fat storage observed may be a result of increased degradation or decreased assimilation of fat, and a gene expression profile may shed light into the mechanism of *mekk-3* knock-down-mediated longevity. We performed a microarray analysis to compare the gene expression profiles of control and *mekk-3* RNAi-treated WT worms. 

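Gene expression was measured in wild-type worms collected at the L4 stage on control RNAi or on mekk-3 RNAi, with 2 independent biological samples per RNAi and 1 one-colour Agilent array per sample. The sample labels name the treatment idr-1 RNAi, and the description of the series uses idr-1 and mekk-3 for the same gene. The RNAi target, F18F11.5, which RefSeq now lists as drl-1, was read by 1 probe. Its normalized log2 signal was -0.88 ± 0.10 (SD, n = 2 arrays) on control RNAi and -2.06 ± 0.27 (SD, n = 2) on mekk-3 RNAi, and both mekk-3 RNAi arrays lay below both control RNAi arrays. The log2 fold change was -1.17 (standard error 0.29, limma, unadjusted p = 0.00944, adjusted p = 0.381). Without control RNAi replicate 1 it was -1.10 (limma, unadjusted p = 0.0960), and without control RNAi replicate 2 it was -1.25 (limma, unadjusted p = 0.0610). Each array held 43603 probes of 60 bases besides the control probes, and all 4 arrays lay on 1 slide that was scanned once. The authors deposited the signal of the scanner software, from which the background had been subtracted and which was not normalized between arrays. Its 75th percentile was 605 and 1089 on the control RNAi arrays and 689 and 1148 on the mekk-3 RNAi arrays. The log2 signal of each array was therefore shifted by its 75th percentile, taken over the probes, after spots marked as outliers had been left out. Between 62.4% and 63.0% of the spots were well above background on 3 arrays, and 69.7% were on mekk-3 RNAi replicate 2. Through locus names, accessions or gene names, 36770 probes were matched to 20274 RefSeq genes of the assembly WBcel235, and the other 6833 probes kept the name of the array design. A probe was tested if it was well above background on both arrays of at least 1 group, and a gene with several such probes was represented by the brightest. This left 16012 targets, of which 14320 were matched to a RefSeq gene. Where a probe was not well above background, or was saturated, on both arrays of a group, only a lower bound of the fold change is given. For a dim group it was computed against the higher of the probe's own signal and the lowest signal of any probe well above background on each array, and it holds only for the background subtraction of the scanner software. A p-value printed beside a bound belongs to the fit of the signals as measured, not to the bound. Dim signals in that fit may be substitute values of the software, whose spread need not be that between replicates. The small number of arrays limits the precision of every value, and the smallest p that an exact two-sided permutation test can give for 2 arrays against 2 is 0.333.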

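The methods report changes of more than 2-fold with P under 0.05, and the paper's text names neither the normalization nor the statistical test. By limma's moderated test, 496 targets were more than 2-fold higher on mekk-3 RNAi with an unadjusted p under 0.05, and 294 were more than 2-fold lower. After Benjamini-Hochberg adjustment over all targets, 7 were higher at an adjusted p under 0.05, and 0 were lower by limma, against 468 lower at an unadjusted p under 0.05. An unmoderated test of the same values with equal variances gave 0 in either direction after adjustment. With 2 arrays per RNAi it has little room to call a target. Even ech-9, 154-fold higher, had an unadjusted p of 7.11e-05 by Student's test. This 0 therefore says little about whether targets changed. At the threshold of the methods, the unmoderated test gave 274 higher and 96 lower. Normexp background correction gave 48 higher and 5 lower after adjustment, and 270 higher and 155 lower at the threshold of the methods. With 1 array left out, the adjusted counts were 103 higher and 30 lower without control RNAi replicate 1, 121 and 35 without control RNAi replicate 2, 195 and 84 without mekk-3 RNAi replicate 1, and 234 and 235 without mekk-3 RNAi replicate 2. The 2 arrays of a group lay entirely above or below the other group for 32.7% of the targets. Chance gives 33.3% only if all arrays are interchangeable. Arrays with the same replicate number deviated together from their group means, with a correlation across genes of 0.515. The 33.3% may therefore not apply here, and the comparison cannot decide whether the groups were separated more often than by chance. The median absolute difference between the control RNAi arrays was 0.30 on the log2 scale and that between the mekk-3 RNAi arrays was 0.51.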

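Families of genes, grouped by the stem of the gene name, were compared with all other tested genes by camera, a competitive test of gene sets in limma, with a preset correlation between genes of 0.01. The 7 tested cysteine protease genes had a median log2 fold change of 0.22 (camera, adjusted p = 0.00518), and 6 of them were higher. The 12 tested aspartyl protease genes had a median log2 fold change of 0.60 (camera, adjusted p = 0.00344), with 7 higher and 5 lower. Of these, 3 cysteine protease and 6 aspartyl protease genes were read by probes saturated on at least 1 array, and with such probes left out the medians were 0.66 and 1.15 and both families were still called. The 21 tested astacin protease genes had a median log2 fold change of -0.12 (camera, adjusted p = 0.313). For 5 tested genes named as lipase-like, the median log2 fold change was 1.26 (camera, adjusted p = 0.00382), and for 10 tested enoyl-CoA hydratase genes it was 0.15 (camera, adjusted p = 0.0926). The 23 tested acyl-CoA synthetase genes had a median log2 fold change of -0.16, a mean of 0.00 and an upward direction in the test (camera, adjusted p = 0.739). The 13 tested acyl-CoA dehydrogenase genes had a median log2 fold change of -0.47 (camera, adjusted p = 0.173). The 7 tested fatty acid desaturase genes had a median log2 fold change of 0.35 (camera, adjusted p = 0.0360), with 6 higher and 1 lower, and this call was lost with the mean of all tested probes (camera, adjusted p = 0.0531) and without any 1 of the 4 arrays: the adjusted p by camera was 0.432 without control RNAi replicate 1, 0.0618 without control RNAi replicate 2, 0.0666 without mekk-3 RNAi replicate 1 and 0.333 without mekk-3 RNAi replicate 2. The signs of these medians were the same under the 75th percentile shift, quantile normalization, a median shift and normexp. In all, 13 of 29 families were called by camera at an adjusted p under 0.05. None of these calls held under fry, a rotation test, where 0 families passed after adjustment and 5 had an unadjusted p under 0.05, or with the correlation between genes estimated for each family, where 0 passed either way. Without mekk-3 RNAi replicate 2, camera called 6 families, and the lipase-like genes (adjusted p = 0.0774) and the cysteine protease genes (adjusted p = 0.0774) were not among them.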

We found that several genes involved in fatty acid degradation and subsequent utilization were upregulated following *mekk-3* knock-down, apart from genes involved in proteolysis and organismal aging (Table 2 and Fig. S11). Genes that were upregulated more than twofolds include lipases, components of the mitochondrial and peroxisomal beta-oxidation system (acyl-CoA synthetase, carnitine palmitoyl transferase, acyl-CoA oxidase, enoyl-CoA hydratase), glyoxylate pathway component (isocitrate/malate synthase) as well as lipid transfer proteins and retinol- /fatty acid-binding proteins. These observations suggested that worms may reprogramme metabolism, following initiation of a DR-like state by *mekk-3* knock-down, towards using beta-oxidation leading to prolonged lifespan. 

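Table 2 lists 18 genes of lipid metabolism, of which 16 were tested. The other genes, F25A2.1 and oac-49, had no probe well above background on both arrays of a group and are given no fold change. On mekk-3 RNAi all 16 tested genes were higher. The median log2 fold change was 1.64, or 1.46 with genes limited by the background at their lower bound. At the threshold of the methods, 15 were called by limma's unadjusted p, and 13 of them were also above 2-fold at their lower bound. After adjustment over all targets 2 genes were called, and 16 were called when adjusted over the list alone, but the study chose this list on these samples, so the second count is not independent evidence. Without control RNAi replicate 1, 10 genes were past the threshold of the methods, and without control RNAi replicate 2, 11 were.
The enoyl-CoA hydratase gene ech-9 (F01G10.3) rose from a normalized log2 signal of -3.47 ± 0.05 (SD, n = 2) to 3.79 ± 0.07 (SD, n = 2), a 154-fold difference (log2 fold change 7.27, standard error 0.26, limma, adjusted p = 0.00600). Under normexp ech-9 was 77.4-fold higher. Its probe lies on chromosome IV of the ce4 assembly from 10233533 to 10233592. The acyl-CoA oxidase gene C48B4.1, which RefSeq lists as acox-1.5, rose from -0.82 ± 0.08 (SD, n = 2) to 3.20 ± 0.07 (SD, n = 2), a 16.3-fold difference (log2 fold change 4.02, standard error 0.26, limma, adjusted p = 0.0457). The carnitine palmitoyl transferase gene cpt-3 was not well above background on control RNAi and was at least 14.5-fold higher on mekk-3 RNAi (limma, adjusted p = 0.0666), but 4.93-fold under normexp background correction. The acyl-CoA synthetase gene acs-2 was 3.36-fold higher (limma, adjusted p = 0.288, with a range of 0.0265 to 0.884 over the alternatives, the highest by an unmoderated test). The isocitrate lyase and malate synthase gene gei-7, now icl-1 (C05E4.9), was 2.48-fold higher. The fatty acid-binding protein gene far-7 was 4.36-fold higher and F47A4.5, now ipla-2, 8.34-fold. Under normexp F47A4.5 was 4.03-fold higher, while gei-7 and far-7 were 2.45-fold and 3.72-fold higher. The saposin-like gene spp-20 was not well above background on control RNAi and was at least 1.93-fold higher, as was oac-29, at least 1.80-fold, and under normexp they were 1.63-fold and 1.45-fold higher and not past the threshold of the methods. The probe of spp-20 is also listed for spp-27. The brightest probe of pmp-1, which is also listed for pmp-2, gave 1.89-fold and was not past the threshold of 2-fold, whereas its other probe had a log2 fold change of 1.73.

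**Figure D1:**
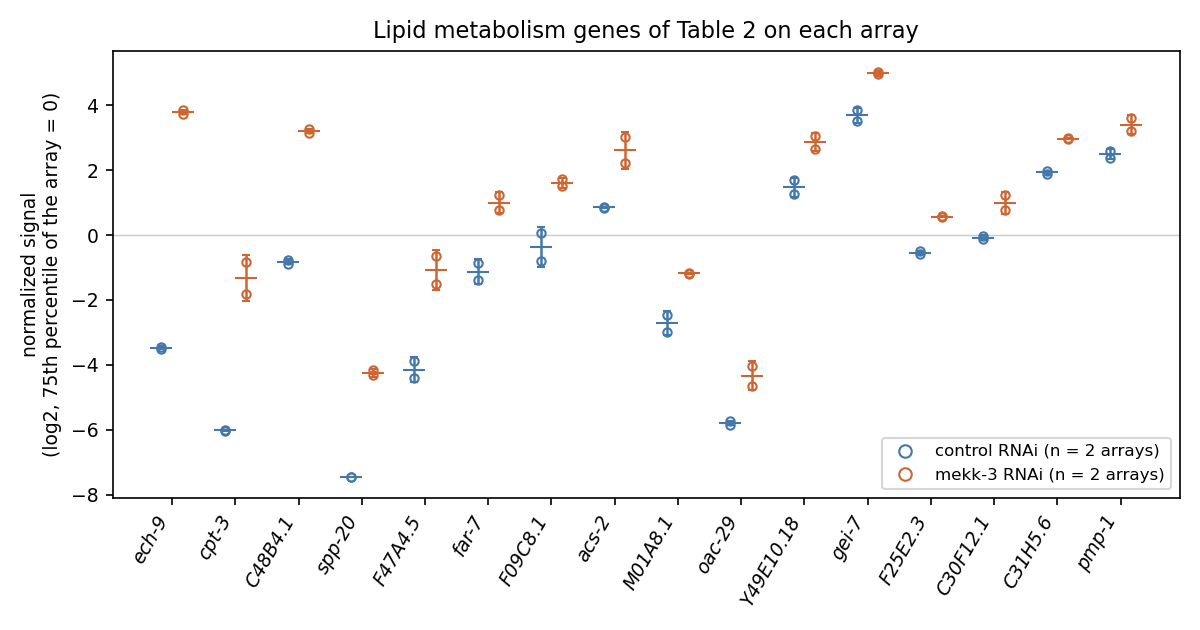
Normalized log2 signal (75th percentile of the array at 0) of the 16 tested lipid metabolism genes of Table 2 on each array, as measured, with the mean and the SD of 2 arrays per RNAi. For each gene both mekk-3 RNAi arrays lie above both control RNAi arrays, and the signals of cpt-3, spp-20 and oac-29 on control RNAi are not well above background.

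From the higher expression of these genes, the paper proposes that worms may turn their metabolism towards beta-oxidation, once mekk-3 RNAi has started the state like dietary restriction that it infers from its other experiments, and that this leads to a longer life.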

The *eat-2* mutant worms also show similar switch in metabolism (Yuan *et al*., 2012).

**Table 2:** Partial list of genes upregulated on *mekk-3* knock-down as determined by microarray analysis. Genes that may function in lipid metabolism and xenobiotic biotransformation are shown

Gene name	Wormbase ID	Brief descriptions	Fold changes†	*P* value
Lipid metabolism				
*acs-2*	WBGene00009221	Fatty acyl-CoA synthetase	3.7	0.0178
*ech-9*	WBGene00001158	Enoyl-CoA hydratase	170.4	0.0003
*cpt-3*	WBGene00021703	Carnitine palmitoyl transferase	26.2	0.0118
C48B4.1	WBGene00008167	Peroxisomal acyl-CoA oxidase	16.5	0.0005
F25A2.1	WBGene00017764	Lipase	2.6	0.0012
Y49E10.18	WBGene00013037	Lipase	2.6	0.0404
*far-7*	WBGene00001391	Fatty acid- /retinol-binding protein	4.5	0.0277
*gei-7*	WBGene00001564	Isocitrate lyase/malate synthase	2.6	0.0174
C31H5.6	WBGene00007857	Acyl-CoA thioesterase	2.1	0.0020
F47A4.5	WBGene00009801	Involved in lipid catabolic processes	8.5	0.0280
F25E2.3	WBGene00017781	Acyl-CoA thioesterase	2.2	0.0018
*pmp-1*	WBGene00004058	Peroxisomal long-chain fatty acyl transporter	2.0	0.0351
*oac-29*	WBGene00018295	O-Acyltransferase activity	2.8	0.0394
*oac-49*	WBGene00012068	O-Acyltransferase activity	2.6	0.0243
M01A8.1	WBGene00010795	Lipid storage	2.6	0.0240
C30F12.1	WBGene00016260	Lipid storage	2.1	0.0477
*spp-20*	WBGene00005005	Lipid degradation	9.4	0.0010
F47A4.5	WBGene00009801	Lipid transport	8.5	0.028
F09C8.1	WBGene00008621	Phospholipase B1	2.0	0.048
Xenobiotic biotransformation				
*cyp-32B1*	WBGene00021167	Phase I detoxification, cytochrome P450	3.3	0.0134
*cyp-33C8*	WBGene00019967	Phase I detoxification, cytochrome P450	2.6	0.0154
*cyp-34A4*	WBGene00020386	Phase I detoxification, cytochrome P450	3.1	0.0692
*cyp-35A1*	WBGene00015399	Phase I detoxification, cytochrome P450	2.9	0.0075
*cyp-37B1*	WBGene00009226	Phase I detoxification, cytochrome P450	9.7	0.0066
*ugt-16*	WBGene00013901	Phase II detoxification, UDP-glucuronosyltransferase	3.6	0.0186
*ugt-18*	WBGene00013900	Phase II detoxification, UDP-glucuronosyltransferase	820.4	0.0002
*ugt-43*	WBGene00008485	Phase II detoxification, UDP-glucuronosyltransferase	2.1	0.0195

† Fold changes determined between control RNAi and *mekk-3* RNAi-treated worms.

Nuclear hormone receptor NHR-49, a mammalian HNF4 homolog, transcriptionally regulates many rate-limiting genes of beta-oxidation, including acyl-CoA synthetase, enoyl-CoA hydratase and carnitine palmitoyl transferase (Van Gilst *et al*., 2005; Pathare *et al*., 2012). The lack of beta-oxidation leads to higher amount of stored fat in *nhr-49* mutant worms, as seen in *nhr-49(ok2165)* (Figs S6A and S10F). We reasoned that if *mekk-3* decreases fat storage by upregulating beta-oxidation, it should fail to do so in *nhr-49(ok2165)*. As expected, we found that *mekk-3* RNAi did not affect fat storage in *nhr-49(ok2165)* as determined by Oil Red O, Nile Red and triglyceride quantification (Figs 4A and S10B,G). Consequently, *mekk-3* RNAi failed to extend its lifespan significantly [MLS of *nhr-49(ok2165)* on control RNAi is 16.22 ± 0.40 days, on *mekk-3* 15.49 ± 0.58 days, *P* = 0.56; Fig. 4B, Table 1). The *mekk-3* RNAi was also not able to increase lifespan in another allele of *nhr-49*, namely *nhr-49(nr2041)* to the same extent as in WT (Fig. S6B). In worms, *daf-22* codes for a thiolase required in the last step of peroxisomal beta-oxidation (Zhang *et al*., 2010), an important catabolic step before mitochondrial beta-oxidation of long-chain fatty acids. RNAi of *mekk-3* was unable to increase lifespan in *daf-22(m130)* (Fig. S6C). Taken together, *mekk-3* knock-down-induced DR-like state reprogrammes metabolism towards fatty acid oxidation through NHR-49 and DAF-22 to positively affect lifespan.

**Figure 4:**
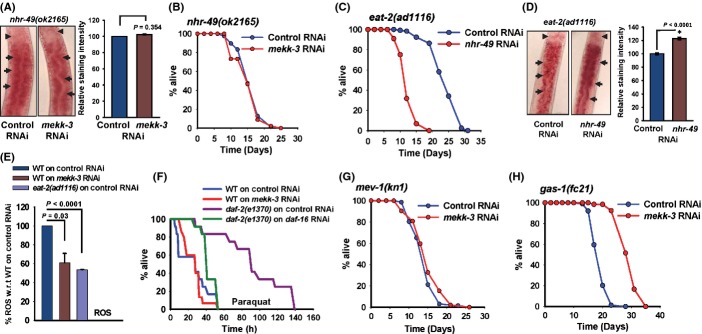
Metabolic reprogramming on *mekk-3* knock-down. (A) *mekk-3* RNAi failed to decrease fat storage in *nhr-49(ok2165)*. Representative worms showing patterns of Oil Red O staining (left) on control and *mekk-3* RNAi. Arrow head indicates the pharynx. Arrows highlight areas showing lack of significant differences in hypodermal/intestinal fat staining between control and *mekk-3* RNAi. Quantification of staining is presented on the right (error bars- SEM; *n* > 50; Student’s *t-*test). (B) *mekk-3* RNAi failed to extend lifespan in *nhr-49(ok2165)*. Mean lifespan (MLS) on control RNAi was 16.22 ± 0.40 days (*n* = 78), while that on *mekk-3* RNAi was 15.49 ± 0.58 days (*n* = 45), *P* = 0.5572 by log-rank test. (C) *nhr-49* RNAi suppressed lifespan of *eat-2(ad1116)*. Mean lifespan on control RNAi was 24.38 ± 0.41 days (*n* = 117), while that on *mekk-3* RNAi was 12.55 ± 0.29 days (*n* = 88), *P* < 0.0001. (D) *eat-2(ad1116)* worms store more fat when grown on *nhr-49* RNAi as compared to control RNAi. Arrows highlight areas showing differences in hypodermal/intestinal fat staining between control and *mekk-3* RNAi. Quantification (right) performed as above; *n* > 50; Student’s *t-*test, *P < 0.0001. (E) Wild-type (WT) worms on *mekk-3* RNAi and *eat-2(ad1116)* on control RNAi have lower reactive oxygen species levels compared with WT grown on control RNAi. Average of three biological replicates; Student’s *t-*test. (F) *mekk-3* RNAi worms were not resistant to external application of 100 mm paraquat. Survival of WT worms on control RNAi was 25.92 ± 4.95 h (*n* = 12), while that on *mekk-3* RNAi was 26.27 ± 2.74 h (*n* = 15) *P* = 0.7432 by log-rank test. The *daf-2(e1370)* worms grown on control RNAi were resistant to paraquat in a *daf-16-*dependent manner. (G) *mekk-3* knock-down failed to extend lifespan of *mev-1(kn1)*. Mean lifespan on control RNAi was 14.36 ± 0.40 days (*n* = 66), while that on *mekk-3*RNAi was 15.06 ± 0.55 days (*n* = 52), *P* = 0.2868. (H) *mekk-3* RNAi extended lifespan of *gas-1(fc21)*. Mean lifespan on control RNAi was 19.27 ± 0.28 days (*n* = 89), while that on *mekk-3*RNAi was 29.74 ± 0.42 days (*n* = 66), *P* < 0.0001. All lifespans were performed at 20 °C.

Next, we asked whether *eat-2*-mediated DR also requires *nhr-49*-dependent metabolic reprogramming. We grew *eat-2(ad1116)* worms on *nhr-49* RNAi and found that the long lifespan of *eat-2(ad1116)* is significantly suppressed [MLS of *eat-2(ad1116)* on control RNAi is 24.38 ± 0.41 days, on *mekk-3* RNAi is 12.55 ± 0.29 days, *P* < 0.0001; Fig. 4C, Table 1]. The *nhr-49* RNAi had no effect on WT worms (Table 1, also see Table S1). On the other hand, *nhr-49* knock-down increased the fat/triglyceride levels of *eat-2(ad1116)* (Figs 4D and S10C,H). Thus, *nhr-49*-mediated metabolic reprogramming-induced longevity is a common mechanism for lifespan extension during DR.

### Knocking down *mekk-3* generates low ROS and requires Complex II activity

DR is known to produce reduced levels of ROS, potent oxidizing agents that damage cellular macromolecules and may be the underlying cause of aging (Pamplona & Barja, 2007; Page *et al*., 2010). We measured the total cellular ROS in *mekk-3* RNAi worms and found that the levels were significantly lower than that of control RNAi-treated worms, comparable to the ROS generated in *eat-2(ad1116)* (Fig. 4E). It appears that the reduced ROS levels are a result of metabolic shift to beta-oxidation and not due to active ROS detoxification. This is supported by gene expression profiling by microarray and qRT–PCR analysis where none of the five worm superoxide dismutase genes were significantly upregulated when *mekk-3* is knocked down (Fig. S6D). Also, the total cellular SOD activity did not increase when worms were grown on *mekk-3* RNAi (Fig. S6E). Additionally in *nhr-49(ok2165)* worms, that are incapable of making the metabolic shift, *mekk-3* RNAi was not able to significantly decrease the ROS (Fig. S6F). Also, these worms, unlike *daf-2(e1370)*, are not resistant to externally applied paraquat that induces severe oxidative stress (mean survival of WT on control RNAi is 25.92 ± 4.95 h, on *mekk-3* RNAi is 26.27 ± 2.74 h, *P* = 0.7432; *daf-2(e1370)* on control RNAi is 92.58 ± 10.37 h; Fig. 4F). These observations suggest that metabolic reprogramming to fatty acid oxidation intrinsically produces low ROS and contributes to the increased lifespan during *mekk-3* knock-down-mediated DR-like state.

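On the arrays, all 5 superoxide dismutase genes were well above background on every array. The log2 fold change of sod-1 (C15F1.7) was -0.38 (standard error 0.28), from a normalized log2 signal of 5.56 ± 0.12 (SD, n = 2) on control RNAi to 5.18 ± 0.23 (SD, n = 2) on mekk-3 RNAi. It was -0.10 (standard error 0.30) for sod-2 (F10D11.1), -0.54 (standard error 0.49) for sod-3 (C08A9.1), 0.58 (standard error 0.32) for sod-4 (F55H2.1) and 0.13 (standard error 0.29) for sod-5 (ZK430.3). By limma, 0 of the 5 were higher at an adjusted p under 0.05 or at an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. The lowest unadjusted p by limma was 0.131, that of sod-4, and the highest was 0.754. Leaving out mekk-3 RNAi replicate 1 changed 1 call: sod-4 then had a log2 fold change of 0.89 (limma, unadjusted p = 0.0315). The arrays of the different RNAi overlapped for sod-2, sod-3 and sod-5, and the differences of these 3 genes were no larger than the spread between replicates.

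**Figure D2:**
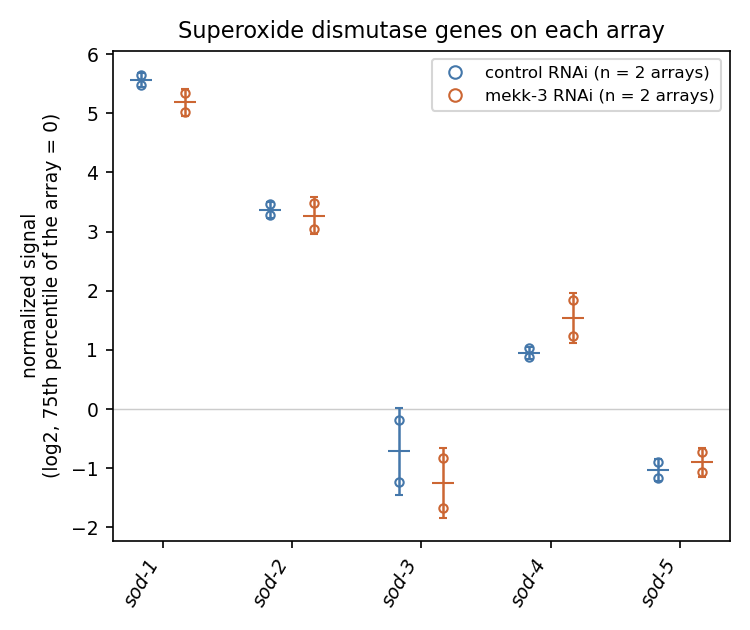
Normalized log2 signal (75th percentile of the array at 0) of sod-1 to sod-5 on each array, with the mean and the SD of 2 arrays per RNAi. Among the 5 genes, sod-1 is lower and sod-4 higher on both mekk-3 RNAi arrays, and the groups overlap for the others.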

The oxidation of NADH and FADH2 at the mitochondrial ETC. leads to generation of a proton gradient that drives ATP production. The electrons from NADH and FADH2 enter ETC at Complex I and Complex II, respectively. During beta-oxidation, relatively more Complex II is utilized to transfer electrons to ETC, compared to when glucose is the sole source of energy (Mobbs *et al*., 2007). We reasoned that if we disrupt Complex II activity, *mekk-3* knock-down may not be able to extend lifespan. We used a mutation in the *mev-1* gene that codes for cytochrome b in the Complex II. As expected, *mekk-3* RNAi failed to increase the lifespan of *mev-1(kn1)* significantly [MLS of *mev-1(kn1)* on control RNAi is 14.36 ± 0.40 days, on *mekk-3* RNAi is 15.06 ± 0.55 days, *P* = 0.29; Fig. 4G, Table 1]. On the other hand, *mekk-3* RNAi significantly increased the lifespan of *gas-1(fc21),* a mutant in the NADH:ubiquinone oxidoreductase 49 kD subunit of Complex I [MLS of *gas-1(fc21)* on control RNAi is 19.27 ± 0.28 days, on *mekk-3* RNAi is 29.74 ± 0.42 days, *P* < 0.0001; Fig. 4H]. These experiments show that *mekk-3* knock-down that programmes a metabolic shift towards beta-oxidation requires normal Complex II activity to support lifespan extension.

### Knock-down of *mekk-3* activates the xenobiotic detoxification machinery through conserved transcription factors

As observed in dauers, biological systems that depend on fatty acid oxidation for their energy needs activate the xenobiotic detoxification machinery (Wang & Kim, 2003; McElwee *et al*., 2004; Lindblom & Dodd, 2006). Xenobiotic endotoxins are detoxified by a two-step procedure. The phase I detoxification enzymes like cytochrome p450 (CYP) chemically modify offending endotoxins that are then acted upon by phase II enzymes like UGT, making them more soluble (Lindblom & Dodd, 2006). Finally, these modified toxins are secreted out of the cell by ABC transporters (p-glycoproteins) (Sharom, 2011). 

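The 8 genes that Table 2 lists under xenobiotic biotransformation were all tested and all higher on mekk-3 RNAi, with a median log2 fold change of 1.66. By limma 8 were more than 2-fold higher at an unadjusted p under 0.05, 7 of them also at the lower bound that the background sets, 1 was called after adjustment over all targets, and 8 were called when adjusted over the list alone, which, as the list was chosen on these samples, is not independent evidence. Without control RNAi replicate 1 or without control RNAi replicate 2, 6 were past the threshold of the methods. The UGT gene ugt-18 (ZC443.5) was not well above background on control RNAi and was at least 207-fold higher on mekk-3 RNAi, where its normalized log2 signal was 2.51 ± 0.18 (SD, n = 2) (limma, adjusted p = 0.00477), but 61.2-fold under normexp background correction. Its neighbour ugt-16 (ZC443.6) was 3.54-fold higher, from 1.49 ± 0.29 (SD, n = 2) to 3.31 ± 0.21 (SD, n = 2) (limma, adjusted p = 0.172), and ugt-43, not well above background on control RNAi, was at least 1.83-fold higher (limma, adjusted p = 0.431) and 1.34-fold under normexp. Among the CYP genes, cyp-37B1 (F28G4.1) was 9.53-fold higher (limma, adjusted p = 0.0692), cyp-32B1 3.25-fold, cyp-34A4 (T09H2.1, listed by RefSeq as dach-1) 3.05-fold, cyp-35A1 2.87-fold and cyp-33C8 2.53-fold, none of them past an adjusted p of 0.05 by limma. Under normexp cyp-37B1 was 4.13-fold higher and cyp-35A1 1.76-fold, and cyp-35A1 was then not past the threshold of the methods. The other CYP genes of the list were between 2.36-fold and 2.55-fold higher under normexp. Over the 63 tested genes named cyp, the median log2 fold change was 0.21 (camera, adjusted p = 6.28e-05), with 43 higher and 20 lower. The family was not called by fry (adjusted p = 0.304) or with the correlation between genes estimated (camera, adjusted p = 0.635). Of the 63 genes, 12 were more than 2-fold higher and 1 more than 2-fold lower at the threshold of the methods. Over the 59 tested genes named ugt, the median log2 fold change was -0.29, with 16 higher and 43 lower, and camera did not call the family (adjusted p = 0.110). Of these, 4 were more than 2-fold higher and 6 more than 2-fold lower at the threshold of the methods. The UGT family was called as lower under normexp (camera, adjusted p = 0.0330, within a range of 0.00992 to 0.955 over its alternatives, the highest by fry). It was also called as lower with probes well above background on all 4 arrays, without control RNAi replicate 1 (median -0.31) and without mekk-3 RNAi replicate 2 (median -0.51). For 14 tested P-glycoprotein genes, which encode ABC transporters, the median log2 fold change was -0.39 (camera, adjusted p = 0.110). The family was called as lower without control RNAi replicate 2 (median -0.43) and without mekk-3 RNAi replicate 1 (median -0.27). None of these medians changed sign under the 4 scalings of the arrays.

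**Figure D3:**
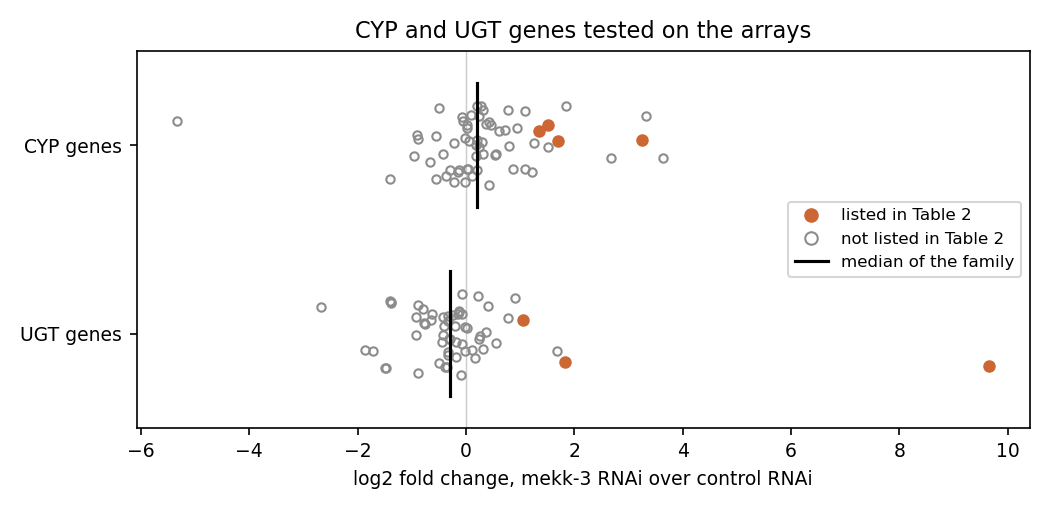
Log2 fold change of each tested gene named cyp or ugt (horizontal axis, as measured, bounds not applied), with the genes of Table 2 filled and the median of each family as a line. The line lies at 0.21 for the CYP genes and at -0.29 for the UGT genes, and cyp-34A4 is not drawn because its current name has another stem.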

In the microarray analysis, we found that several genes involved in xenobiotic detoxification, such as CYP and UGT, are significantly upregulated when *mekk-3* is knocked down (Table 2). This indicated that on *mekk-3* knock-down, similar to conditions in dauers, the xenobiotic detoxification machinery may be upregulated to clear internally generated toxins for increased longevity.

In *C. elegans*, xenobiotic detoxification genes are regulated by NHR-8, a nuclear hormone receptor of the same family as DAF-12 and NHR-48 (Lindblom *et al*., 2001; Lindblom & Dodd, 2006). The expression of some xenobiotic detoxification genes was deregulated in *nhr-8(ok186)* as determined by qRT–PCR (Fig. S7A). So we asked whether *mekk-3* RNAi worms require NHR-8 for their long life. We found that in *nhr-8(ok186)*, knocking down *mekk-3* did not result in increased lifespan [MLS of *nhr-8(ok186)* on control RNAi is 17.53 ± 0.34 days, on *mekk-3* RNAi is 12.71 ± 0.30 days; Fig. 5A, Table 1]. Interestingly, although *nhr-8* plays a crucial role in *mekk-3* knock-down-mediated DR, it appears that *eat-2(ad1116)* does not require *nhr-8* for its increased longevity (Table 1, also see Table S1). The long lifespan on *eat-2(ad1116)* remains unaffected on *nhr-8* RNAi.

**Figure 5:**
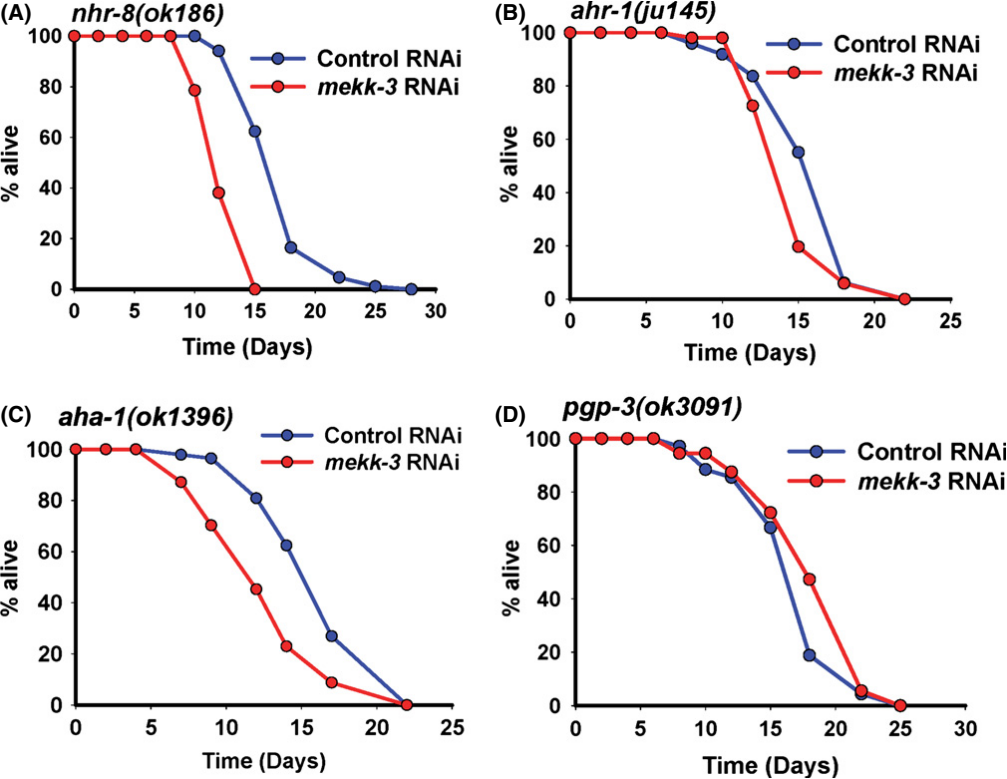
Xenobiotic detoxification is required for *mekk-3* knock-down-mediated longevity. (A) *mekk-3* RNAi did not extend lifespan of *nhr-8(ok186)*. Mean lifespan (MLS) on control RNAi was 17.53 ± 0.34 days (*n* = 85), while that on *mekk-3* RNAi it was 12.71 ± 0.30 days (*n* = 42), *P* = 0.001, by log-rank test. (B) No lifespan extension in *ahr-1(ju145)* on *mekk-3* knock-down. Mean lifespan on control RNAi was 16.16 ± 0.45 days (*n* = 49), while that on *mekk-3* RNAi it was 14.92 ± 0.38 days (*n* = 51), *P* = 0.0561. (C) *mekk-3* RNAi failed to extend lifespan of *aha-1(ok1396)*. Mean lifespan on control RNAi was 16.69 ± 0.33 (*n* = 141), while that on *mekk-3* RNAi it was 12.89 ± 0.34 days (*n* = 148), *P* < 0.0001. (D) No change in lifespan in *pgp-3(ok3091)* worms on *mekk-3* RNAi as compared to control RNAi. Mean lifespan control RNAi was 17.16 ± 0.47 days (*n* = 69), while that on *mekk-3* RNAi it was 18.63 ± 0.51 days (*n* = 72), *P* = 0.0915. All lifespans were performed at 20 °C.

In mammals and worms, the CYP genes are regulated by aryl hydrocarbon receptors (AHR) and AHR nuclear translocator (ARNT) (Powell-Coffman *et al*., 1998). *Caenorhabditis elegans* has one gene each for AHR and ARNT, namely *ahr-1* and *aha-1*, respectively; these proteins regulate the expression of some of the xenobiotic genes that were found to be upregulated on *mekk-3* knock-down (Fig. S7B,C). We found that *mekk-3* RNAi failed to extend lifespan in *ahr-1(ju145)*, *ahr-1(ia3)* and *aha-1(ok1396)* to the same extent as in WT worms (Figs 5B,C and S7D, Table 1, see also Table S1). In fact, *mekk-3* RNAi decreased the lifespan of *aha-1(ok1396)* and as observed above, of *nhr-8(ok186)*. We believe that during *mekk-3* knock-down, requirement for xenobiotic detoxification is so enhanced that mutations in key proteins in this pathway may make the worms vulnerable to internally generated toxins and result in suppression of lifespan. It is also possible that these transcription factors have other functions that are required during stresses associated with DR. Further, in ABC transporter (P-glycoproteins) mutants such as *pgp-3(ok3091)* (Fig. 5D) or *pgp-3(pk18)* (Fig. S7E), *mekk-3* RNAi did not extend lifespan to the same extent as in WT.

The lifespan extension by *mekk-3* RNAi requires PHA-4, as shown above. We next asked whether PHA-4 has a role in transcriptional regulation of genes upregulated during this new model of DR. We collated the list of PHA-4 direct targets from modENCODE chromatin immunoprecipitation (ChIP)-sequencing data and compared it with the genes that are upregulated when *mekk-3* is knocked down. 

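Table S2 names 134 genes, all of which had a probe on the arrays, and 125 of them were tested. All 125 were higher on mekk-3 RNAi, with a median log2 fold change of 1.55, or 1.47 with the genes limited by the background at their lower bound. At the threshold of the methods, 119 were called by limma's unadjusted p. They made up 24.0% of the 496 targets past that threshold by limma. The unmoderated test put 97 genes of Table S2 and 274 targets in all past it. The share thus depends on the test, and it is not comparable with the paper's share, whose test is not named. The modENCODE binding data were not used here, so PHA-4 targets among the remaining targets were not counted and this share leaves them out. After adjustment over all targets 2 genes were called, and 122 were called when adjusted over the list alone, a list drawn from genes that rose on these same arrays and so not independent evidence. The number past the threshold of the methods was 77 without control RNAi replicate 1 and between 82 and 128 under the other alternatives.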

We found that over 40% of the genes are common (*P* = 1.83e-9, hypergeometric test), pointing to a direct transcriptional role of PHA-4 in mediating this response (Fig. S8A; Table S2). Additionally, genes involved in xenobiotic detoxification are enriched among the common genes (Fig. S8B). Several representative genes involved in xenobiotic detoxification downstream of *mekk-3* (such as *cyp-32B1*, *37B1* as well as *ugt-16*, *18*) are controlled by PHA-4 as revealed by qRT–PCR analysis (Fig. S8B,C). 

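Table S3 holds 39 entries with 38 different names, and 35 of the 38 genes were tested. All 35 were higher on mekk-3 RNAi, with a median log2 fold change of 1.36, and 34 were more than 2-fold higher at an unadjusted p under 0.05 by limma. These 34 made up 6.85% of the 496 targets past that threshold by limma. The unmoderated test put 29 genes of Table S3 and 274 targets in all past it, so this share depends on the test too. From Table S3A, the SKN-1 targets taken from modENCODE, 22 of 25 genes were tested and 21 were past the threshold. From Table S3B, the targets taken from a published microarray study, all 14 were tested and 14 were past it. After adjustment over all targets 1 gene was called, and 34 were called when adjusted over the list alone, which is not independent evidence because the genes were listed for being higher on these arrays. Without control RNAi replicate 1 or without control RNAi replicate 2, 20 genes were past the threshold. SKN-1 targets outside Table S3 were not counted.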

Interestingly, only a few SKN-1 target genes overlap with *mekk-3* RNAi-upregulated genes and may explain the partial dependence of *skn-1* on *mekk-3* knock-down-mediated lifespan extension (Fig. S8D,E; Table S3). Taken together, these data show that activated xenobiotic detoxification system is an important requirement for *mekk-3* RNAi-induced DR-like state to extend lifespan, and PHA-4, NHR-8 and AHR-1/AHA-1 are important mediators in this process.

### *mekk-3* RNAi-induced metabolic reprogramming upregulates the xenobiotic detoxification genes

Upregulation of the xenobiotic detoxification machinery may either be a direct consequence of *mekk-3* RNAi or an indirect effect of the metabolic shift towards beta-oxidation during DR. To differentiate between these two possibilities, we asked whether *mekk-3* RNAi leads to upregulation of genes involved in xenobiotic response in a *nhr-49* mutant, where beta-oxidation is suppressed. We grew WT and *nhr-49(ok2165)* worms on control or *mekk-3* RNAi and measured the transcript levels of several phase I and II xenobiotic biotransformation genes. As expected, the levels of these genes were significantly increased in WT worms grown on *mekk-3* RNAi (Fig. 6A). Interestingly for all these genes, expression inductions were reduced in *nhr-49(ok2165)* (Fig. 6A), providing evidence that the metabolic reprogramming is responsible for upregulating the xenobiotic biotransformation system in worms where *mekk-3* has been knocked down. Similar results were obtained with *nhr-49(nr2041)* (Fig. S9). Our data suggest that metabolic reprogramming on *mekk-3* knock-down triggers xenobiotic biotransformation gene expression, together leading to long and healthy life.

**Figure 6:**
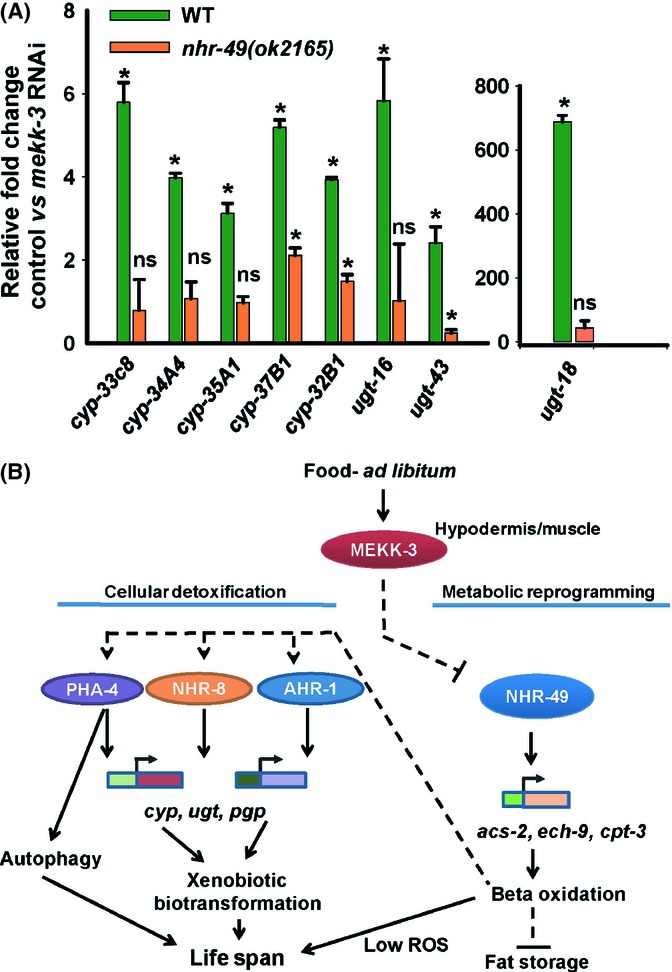
Xenobiotic detoxification genes are triggered by metabolic reprogramming. (A) Transcript levels of select phase I and II xenobiotic detoxification genes were upregulated in wild-type (WT) worms grown on *mekk-3* RNAi (green bar). In *nhr-49(ok2165)* (orange bar), *mekk-3* knock-down failed to increase their levels to the extent of WT. Bars represent transcript abundance in *mekk-3* RNAi worms as compared to control RNAi-grown worms, determined by quantitative RT-PCR. Error bars indicate standard deviation between five biological replicates; *P < 0.05; ns- not significant; Student’s *t-*test between WT and *nhr-49(ok2165)* on control vs. *mekk-3* RNAi for each gene. (B) A mechanistic model showing normal function of MEKK-3. However, knocking down *mekk-3* would induce a metabolic reprogramming where beta-oxidation is upregulated through *nhr-49*. Shifting metabolism to beta-oxidation would produce less reactive oxygen species but would signal the upregulation of xenobiotic detoxification genes through *pha-4*, *nhr-8* and *ahr-1/aha-1*. The xenobiotic biotransformation system would then detoxify lipophilic toxins produced as a result of fatty acid catabolism. PHA-4 may also be responsible for increased autophagy observed in the dietary restriction (DR) worms. Together, the coupling of shift in metabolism and xenobiotic detoxification leads to extended longevity during *mekk-3* knock-down-mediated DR. *acs* = acyl-CoA synthetase, *ech* = enoyl-CoA hydratase, *cpt* = carnitine palmitoyl transferase, *cyp* = cytochrome P450, *ugt* = UDP-glucuronosyltransferase, *pgp* = p-glycoprotein.

## Discussion

In this study, we identified a novel mMEKK3-like kinase in *C. elegans* that we speculate may be an important component of a nutrient signalling pathway. Knocking down *mekk-3* leads to phenotypic manifestations and has genetic requirements that are quite similar to DR. Interestingly, the food intake of these worms remain unchanged. However, considering the timing requirements of this gene (Fig. 1D) as well as its epistatic relationship with *clk-1* (Fig. S4E), it is possible that *mekk-3* is a component of the mitochondrial or related longevity pathways. We show that during this DR-like state, two cellular processes are equally important: (i) metabolic shift towards fatty acid oxidation (ii) leading to an increased level of xenobiotic detoxification (Fig. 5B). Together, these two cellular processes create a unique balance in the system that positively affects the lifespan of an organism.

Apart from efficient generation of energy, shifting metabolism from glucose towards lipid oxidation has many other benefits (Mobbs *et al*., 2007; Guarente, 2008). When glucose is used as an energy source, for every FADH2 molecule, five NADH is generated through glycolysis and TCA cycle. On the other hand, during beta-oxidation, the ratio of NADH:FADH2 is only 2:1. The reducing equivalents generated during glucose or lipid breakdown are oxidized in the mitochondrial ETC. Electrons from NADH are transferred to Complex I, while FADH2 is oxidized at Complex II. Complex I is known to produce larger quantities of ROS during the process of transferring electrons to ubiquinone, compared with Complex II (Mobbs *et al*., 2007; Guarente, 2008). As relatively more of Complex II is utilized when lipid is oxidized, compared with when glucose is used, increased beta-oxidation generates lower levels of ROS. This is exactly what we observe on *mekk-3* knock-down and in *eat-2(ad1116)*. As ROS wrecks havoc at the cellular level and have negative impact on normal tissue functioning (Pamplona & Barja, 2007), metabolic reprogramming during DR or in DR-like states is beneficial to an organism and contributes to its increased longevity.

Lipid degradation, however, has a downside; lipophilic toxins may be produced that accumulate in the system (Lindblom & Dodd, 2006). Elevated levels of xenobiotic detoxification enzymes are expressed to counter this issue. In *C. elegans*, such a situation arises in the dauer larvae. During periods of food shortage, worms enter an alternate developmental stage called dauer that have increased fat storage (Fielenbach & Antebi, 2008). Dauer larvae do not feed and depend on lipid catabolism to generate energy. During the dauer stage, elevated expression of xenobiotic detoxification genes are observed (Wang & Kim, 2003; McElwee *et al*., 2004; Lindblom & Dodd, 2006). During the *mekk-3* knock-down-mediated DR-like state, we also found elevated levels of phase I and phase II detoxification genes. Transcription factors controlling these genes, such as PHA-4/FOXA, NHR-8 and AHR-1, were also found to be important during this process. These facts suggest that during DR or in DR-like states, upregulation of xenobiotic detoxification is essential, supporting lifespan extension by lipid oxidation. In fact, the detoxification genes are not upregulated on *mekk-3* knock-down when beta-oxidation is prevented by mutation in *nhr-49*. Recent studies also reflect similar mechanism in mammals. Calorically restricted mice have been shown to upregulate phase I xenobiotic-metabolizing enzymes (Steinbaugh *et al*., 2012), pointing at conservation of this response.

In *C. elegans*, different DR regimes activate alternate pathways and have requirement for different genes. For example, *eat-2* mutants and some nongenetic DR models require *pha-4* and *skn-1* for increased longevity, but do not require *daf-16* (Bishop & Guarente, 2007b; Panowski *et al*., 2007; Park *et al*., 2010). On the other hand, solid dietary restriction (sDR) regimes require *daf-16* (Greer *et al*., 2007). Interestingly, the *mekk-3* knock-down-mediated DR-like state does not require *daf-16*, similar to *eat-2*. However, it requires *pha-4*, but is only partially dependent on *skn-1*. Additionally, although this new model requires NHR-8 for increased lifespan, *eat-2* mutant worms are not affected by *nhr-8* knock-down. It is possible that in *eat-2* mutants, xenobiotic detoxification genes are controlled entirely by SKN-1 (Oliveira *et al*., 2009) or PHA-4, while in our model, this process is under shared regulation. These observations point to the intricate nature of nutrient sensing and differential use of signalling cascades to transduce signals downstream of DR.

Over the last few decades, several theories have evolved to explain causes of aging and lifespan extension. Prominent among them are the mitochondrial free radical theory of aging (MFRTA), mitohormesis and gradual ROS response hypothesis (GRRH) (Pamplona & Barja, 2007; Schulz *et al*., 2007; Hekimi *et al*., 2011). The key difference between MFRTA and mitohormesis/GRRH is in defining the role of ROS. MFRTA proposes that mitochondrial ROS damage macromolecules to cause aging and consequently lowering ROS may increase lifespan. On the other hand, mitohormesis/GRRH requires a burst of ROS production to prime the system to handle subsequent stresses. We found that on *mekk-3* knock-down and in *eat-2(ad1116)*, the worms intrinsically produce lower levels of ROS. At least in the case of *mekk-3* knock-down, this may not be due to higher levels of ROS detoxification machinery within the cells. As determined by microarray and real-time PCR analysis, none of the *sod* genes are significantly upregulated and cellular SOD activity remains unchanged. Although the levels of *ctl-1*, *ctl-2* and *ctl-3* were upregulated several folds (data not shown), this may be attributed to increased peroxisomal beta-oxidation. Consequently, the *mekk-3* knock-down worms do not show hormesis, similar to *eat-2* mutants (Houthoofd *et al*., 2002). Thus, lifespan extension by *mekk-3* knock-down supports MFRTA. 

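The paper does not say whether the levels of the catalase genes came from the arrays or from qRT-PCR. On the arrays, ctl-1 (Y54G11A.6) was 2.36-fold higher on mekk-3 RNAi, from a normalized log2 signal of 2.54 ± 0.13 (SD, n = 2) to 3.78 ± 0.17 (SD, n = 2) (limma, unadjusted p = 0.00621, adjusted p = 0.323). The neighbouring ctl-2 (Y54G11A.5) was 2.49-fold higher, from 1.44 ± 0.09 (SD, n = 2) to 2.76 ± 0.09 (SD, n = 2) (limma, unadjusted p = 0.00413, adjusted p = 0.278). For ctl-3 (Y54G11A.13) the difference was 2.42-fold (limma, unadjusted p = 0.00526, adjusted p = 0.297), but its probes are also listed for ctl-1, so its own level is uncertain. By limma 0 of the 3 passed adjustment over all targets, 3 were past the threshold of the methods, and 3 were called when adjusted over the list alone. An unmoderated test with equal variances also gave 0 after adjustment over all targets, but with so few arrays it has little room to call any. Without control RNAi replicate 2, the number past the threshold of the methods was 0, and the log2 fold changes were 1.15, 1.25 and 1.21.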

Similar observations were made in rodents subjected to DR which showed lower levels of mitoROS, lower resistance to oxidative damage and reduced expression of oxidative defence systems (Pamplona & Barja, 2007), suggesting that such effects of DR may be evolutionarily conserved.

*mekk-3* regulates lifespan in a tissue nonautonomous manner. In line with its expression pattern, *mekk-3* knock-down increases lifespan only when performed in the hypodermis or muscle, but not in the intestine. Thus, MEKK-3 functions in these tissues to regulate metabolism systemically throughout the body, including intestine. Genes expressing in the intestine and neurons have long been known to be major regulators of lifespan and metabolism, especially in case of the IIS pathway (Kenyon, 2010). The cell nonautonomous regulation of longevity by mitochondrial pathway has also been recently described (Durieux *et al*., 2011). Although the intestine is known as the major metabolic tissue (McGhee, 2007), functioning as adipocytes in worms, the hypodermis is now emerging as an important tissue involved in nutrient signalling. The *C. elegans* hypodermis also functions in energy storage and during periods of nutrient deprivation or dauer survival, triglycerides are slowly released from the hypodermal layer that ensure long-term survival (Narbonne & Roy, 2009). This process is controlled by the AMPK signalling cascade (Narbonne & Roy, 2009). Recently, miRNA235 has also been shown to function in the hypodermis to control developmental quiescence depending on nutritional status (Hidefumi *et al*., 2013). Interestingly, the muscle-specific function of *mekk-3* mirrors that of AMPK, a well-established energy sensor (Canto & Auwerx, 2011). Pharmaceutical or genetic activation of AMPK in the muscle leads to increased fatty acid oxidation and glucose uptake (Hardie *et al*., 2006). Thus, it is tempting to speculate that MEKK-3 and AMPK may have overlapping functions in the muscle to regulate metabolism systemically.

MEKK-3 is a negative regulator of lifespan and may constitute a sensory module for nutrient sensing. As it does not express or function in the intestine, it may not be involved directly in the uptake of nutrients. Lowering the levels of MEKK-3 may be speculated to initiate a signalling cascade that signals low nutrient availability, although food intake is normal. This leads to the initiation of a metabolic and physiological reprogramming that benefits the worms in terms of increased lifespan and health span. MEKK-3 is a serine–threonine kinase and has significant homology to mammalian MAPKKK, mMEKK3. It will be interesting to study whether knocking down mMEKK3 can initiate a DR-like state in mammals, without major life style changes.

## Experimental procedures

Detailed materials and methods are reported as Data S1 (Supporting Information). Unless otherwise mentioned, all strains were maintained at 20 °C using standard *C. elegans* techniques, and all RNAi experiments were initiated from eggs. Gravid adult worms were bleached, and the eggs were hatched on plates containing respective RNAi bacteria. L4 or young adult worms were transferred to an intermediate RNAi plate for 12 h and then onto RNAi plates overlaid with 5-fluorodeoxyuridine (FUDR) to a final concentration of 0.1 mg mL^−1^. Worms were scored as dead or alive by tapping them gently with a platinum wire every 2–3 days. Worms that were sick or died from vulval bursting were censored. Statistical analyses for survival were conducted using Mantel–Cox log-rank test using oasis software available at http://sbi.postech.ac.kr/oasis. Lifespan is expressed as average lifespan ± SEM. Full data and additional biological repeat are reported in Table S1. Fat storage was determined in fixed worms using Nile Red or Oil Red O (Yen *et al*., 2010). For estimating pharyngeal pumping, 10–15 young adult worms were videographed for 10 s, and number of pumping was counted in the slowed-down video. To quantify food intake, WT L4 larvae grown on control or *mekk-3* RNAi were placed on NGM plates seeded with a 250:1 (vol:vol) mixture of HT115 bacteria and Fluoresbrites Multifluorescent microspheres (0.2 μm diameter; Polyscience Inc., Warrington, PA, USA). The worms were allowed to feed for 10 min and then washed twice with M9 buffer and photographed. Fluorescent intensities of worms were measured using NIH imagej software. Triglyceride was quantified using a kit (Biovision, Milpitas, CA,USA). Autophagic vesicles were estimated using transgenic worms expressing *lgg-1::gfp*. Microarray analysis was carried out commercially at Genotypic Technology (Bangalore, India) using an Agilent, USA platform. Data were analysed using genespring software (Agilent, Santa Clara, CA, USA) or CLC Genomics Workbench 4 (CLC Bio, Cambridge, MA, USA), and more than twofold expression changes with *P* value < 0.05 is reported. The microarray data are available at GEO repository with series record number GSE40252. Oxidative stress assay was performed in 24-well tissue culture plate containing 1 mL of 100 mm paraquat is reported here. Worms in the paraquat were scored every 2–3 h for survival. Intracellular levels of ROS were determined using 2,7-dichlorofluorescein diacetate (DCF-DA; Molecular Probes, Grand Island, NY, USA).

# Supplementary material for: A novel kinase regulates dietary restriction-mediated longevity in Caenorhabditis elegans
**Source:** Aging Cell. 2014 Mar 21;13(4):641–55. doi: 10.1111/acel.12218
**Supplement:** Supplementary file 14 — Data S1 Experimental procedures.

**Supplementary experimental procedures:**

***Strain maintenance***

Unless otherwise mentioned, all strains were maintained at 20 oC using standard *C. elegans* techniques (Stiernagle 2006). Unless mentioned explicitly, all RNAi experiments were initiated from eggs. Strains used in the study are: N2 Bristol as wild-type, *daf-2(e1370)III, daf-2(e1368) III, daf-16(mgDf50) I, hsf-1(sy441) I, daf-3(mgDf90) X, daf-5(e1386)II, daf-7(e1372) III, daf-2(e1370) III;daf-3(mgDf90)X, eat-2(ad1116) II, eat-2(ad1113) II, eat-2(ad465) II, clk-1(qm30)III, skn-1(zu169) IV/nT1[unc-?(n754) let-?](IV;V), smg-1(cc546) I, smg-1(cc546) I; pha-4(zu225) V, nhr-49(ok2165) I, nhr-49(nr2041) I, mev-1(kn1)III, gas-1(fc21) X, nhr-8(ok186) IV, aha-1(ok1396) I/hT2[bli-4(e937) let-?(q782) qIs48](I;III), ahr-1(ju145) I, ahr-1(ia3) I, pgp-3(ok3091) X, pgp-3(pk18)X, daf-22(m130)II, rde-1(ne219) V, rde-1(ne219) V; kzIs9, rde-1(ne219) V; kzIs20, rde-1(ne213) V; kbIs7, glp-1(e2141) III, fer-15(b26) II; fem-1(hc17) IV*.

***Kinase assay***

The *mekk-3* cDNA was cloned into p3XFLAG-Myc-CMV-26 (Sigma, USA). The glutamate to alanine substitution (E123A) was brought about by site-directed mutagenesis (Stratagene, USA). COS-1cells at 40% confluency were transfected with 2 μg of each plasmid in 6-well tissue culture plates using LipofectAMINE (Life Technologies Inc., USA). Forty eight hours after transfection, cells were lysed in the lysis buffer (25 mM Tris-HCl, 300 mM NaCl, and 1% Triton X-100). The MEKK-3 protein was immunoprecipitated using anti-Flag M2 antibody (Sigma, USA) and washed 5 times in kinase buffer (10 mM HEPES-KOH, pH 7.5, 5 mM MgCl2, and 5 mM CaCl2). For *in vitro* kinase assays, the immunoprecipitated protein samples were divided into two aliquots. One aliquot was analyzed by western blotting using anti-Flag antibody. The second aliquot was used for kinase assay using MBP as a substrate at 30 oC for 15 min in a kinase buffer containing 10 μCi of 32P-ATP (10 Ci/mmol) and 10μM ATP. The reaction was terminated by adding an equal volume of 2x SDS sample buffer (80 mM Tris, pH 6.8, 3.2% SDS, 16% glycerol, 200 mM dithiothreitol, 0.02% bromphenol blue) and subjected to SDS-PAGE followed by autoradiography.

***Preparation of RNAi plates***

RNAi plates were prepared by supplementing Nematode Growth Media (NGM) media with 100 µg/ml ampicillin and 2 mM IPTG. RNAi bacteria were grown overnight at 37°C in LB media supplemented with 100 µg/ml ampicillin and 12.5 µg/ml tetracycline. The next day, the cultures were diluted (1:50) in LB containing 100 µg/ml ampicillin and grown at 37°C until an OD600 of 0.6. The bacterial pellets were resuspended in 1X M9 buffer containing 1 mM IPTG and 100 µg/ml ampicillin. About 200 µl of the bacterial suspension was seeded onto the RNAi plates. The seeded plates were dried at RT for 2-3 days and stored at 4°C till further use.

***RNAi lifespan***

Strains for RNAi life span assays were initially grown on *E. coli* OP50. Gravid adult worms were bleached and the eggs were hatched on plates containing respective RNAi bacteria. L4 or young adult worms were transferred to an intermediate RNAi plate for 12 hours and then onto RNAi plates overlaid with 5-fluorodeoxyuridine (FUDR) to a final concentration of 0.1 mg/ml (Hoso*no et a*l. 1982). Worms were scored as dead or alive by tapping them with a platinum wire every 2-3 days. Worms that were sick or died from vulval bursting were censored. Statistical analyses for survival were conducted using Mantel-Cox log rank test using OASIS software available at http://sbi.postech.ac.kr/oasis (Ya*ng et a*l. 2011). Life span is expressed as average life span ± SEM. Full data and an additional biological repeat are reported in Table S1.

For temporal requirement experiments, eggs were hatched on Control RNAi plates and worms were transferred to *mekk-3* RNAi plates at L1, L2, L3, L4 or YA stages. FUDR was overlaid on the plates when worms reached L4.

For life spans with 2-Deoxy glucose (2DG), NGM RNAi plates were poured along with 5mM final concentration of 2DG. The plates were dried and seeded with RNAi bacteria as usual.

***Preparation of stock solution for Nile red and Oil Red O***

A Nile Red stock of 1 mg/ml was diluted to 100 ng/ml using water. Oil Red O stain was prepared as a 5mg/ml stock in isopropanol and equilibrated on a rocker shaker for several days. The working stock of Oil Red O was prepared by diluting the equilibrated stock to 60% using water and allowed to stand for 10 min following which it was filtered using a 0.22µm filter.

***Fat Staining***

Fat storage was determined in fixed worms using Oil Red O or Nile Red (O'Rour*ke et a*l. 2009; Y*en et a*l. 2010). Briefly, worms were synchronized by hypochlorite treatment and strains were grown on different RNAi plates till L4-YA stage. The worms were washed and resuspended in 120µl 1X PBS. To this an equal volume of 2X MRWB buffer (160mM KCl, 40mM NaCl, 14 mM Na2EGTA, PIPES pH 7.4, 1mM Spermidine, 0.4mM Spermine, 2% Paraformaldehyde, 0.2% beta-mercaptoethanol) was added and incubated with shaking for 45 minutes. The worms were subjected to three freeze-thaw cycles in dry ice/ethanol bath, pelleted and washed with 1XPBS. The working solution of stains were added to the fixed worms and incubated overnight on a shaker at room temperature. Following overnight staining, worms were washed twice with 1X PBS and mounted on 2% agarose slides for visualization using a AxioImager M2 microscope (Carl Zeiss, Germany) fitted with Axiocam MRm camera.

***Body bends Assay***

Worms were transferred to a bacteria-free plate on the day of scoring. Each worm was gently prodded on the tail with a platinum wire and total number of body bends was counted for a 20 second time span. The experiment was performed on day 2, day 6 and day 10 of adulthood. A total of around 20 worms were scored per RNAi on each day. A body bend was scored each time the region just posterior to the pharynx reached a maximum bend in the opposite direction from the one counted last. Mobility is expressed as body bend/20 sec ± Std. Dev.

***Pharyngeal pumping and food intake***

Pharyngeal behaviour and food intake were studied following modified protocols from previously described work (Raiz*en et a*l. 2005). Pharyngeal pumping was counted in young adult worms. A 10 sec video of each worm was taken using Axiocam MRm camera attached to M205FA microscope (Leica, Germany). The video was slowed down and pharyngeal pumping was counted for the 10 sec period. Around 10-15 worms per treatment were analysed. Assays were repeated at least three times.

To quantify food intake, WT L4 larvae grown on control or *mekk-3* RNAi were placed on NGM plates seeded with a 250:1 (vol:vol) mixture of HT115 bacteria and Fluoresbrites Multifluorescent microspheres (0.2 μm diameter, Polyscience Inc., USA). The worms were allowed to feed for 10 min and then washed twice with M9 buffer. The worm pellet was resuspended in 30 μl buffer and transfer to a freshly made 2% agarose pad. The worms were kept under an AxioImager M2 microscope and photographed. Fluorescent intensity of 10 worms was measured using NIH ImageJ software.

For visualizing fatty acid uptake, BODIPY-conjugated fatty acid (Invitrogen D3823) dissolved in DMSO (1mg/ml) was used at a final concentration of 2.47 mM. For preparation of BODIPY containing feed, one ml of overnight grown *E.coli* OP50 culture was pelleted down at 12000 rpm for 2 min. Supernatant was discarded and pellet was resuspended in 1 ml of S-basal buffer. To this, 1.5 l of BODIPY was added and mixed. Synchronized L4 worms grown on respective RNAi were washed 2-3 times in S-basal to remove any adhering bacteria. Worms were than resuspended in 500 l of the feed and incubated at RT for 20 min with continuous rotation at room temperature. At the end of 20 min, tubes were placed on ice and worms were allowed to settle at bottom of tube. About 5 l of this was pipetted out and placed on a glass slide with agarose pad. A 20mM sodium azide solution was used to anaesthetize the worms. Fluorescence images were captured under microscope using similar exposure time and settings.

***Triglyceride quantification:***

For triglyceride quantification, 150 L4 hermaphrodite worms grown on control or *mekk-3* RNAi at 20 oC were collected in 100ul of S-basal media. Worms were washed thrice with S-basal to remove any attached bacteria. An equal volume of a 5% Triton X-100 solution with 1x protease inhibitor EDTA-free (Sigma Aldrich, USA) was added to this. Worms were sonicated using Bioruptor (Diagenode, USA) at maximum intensity for 6 cycles (30 sec on and 30 sec off pulse). Lipids were dissolved by heating worm lysates at 90 oC for 5 minutes with brief vortexing after every 1 minute. This step was repeated twice to ensure complete mixing of lipids. Lysate was centrifuged at 5000 rpm for 3 minutes and supernatant collected in separate tubes. This supernatant was then used for the triglyceride assay as per the manufacturer’s instructions (Biovision, USA).

***Autophagy***

Transgenic worms expressing *lgg-1::gfp* (Lapier*re et a*l. 2011) were grown for two generations at 20°C on control or *mekk-3* RNAi. The second generation L3 larval stage worms were anesthetised with 20 mM Sodium azide on 2% agarose slides and scored for GFP puncta in their hypodermal seam cells. Between 3-10 seam cells were scored for each of the 5-15 worms examined. The average puncta per seam cells of each worm was calculated. Standard deviation was calculated between average puncta per seam cells of all the worms scored. Assay was repeated three times.

***Muscle integrity measurements***

Age-related deterioration of *C. elegans* body wall muscle was analyzed using *ccIs4251* [pSAK2 (*myo-3::NGFP-LacZ*)], hereafter referred to as *myo-3::gfp* worms. These worms were grown on Control or *mekk-3* RNAi plates supplemented post-adulthood with FUDR. On day 13 of adulthood, the worms were immobilized on glass slides coated with 2% agarose in presence of 20 mM sodium azide. The worms were visualized using AxioImager M2 microscope (Carl Zeiss, Germany) fitted with Axiocam MRm. For each RNAi, several nuclei of 6-10 worms were photographed. Each muscle nucleus was scored as ‘intact’, ‘moderate’ or ‘severe’ depending on their morphology. A nucleus was scored as ‘intact’ if it had intact membrane with no signs of degradation, ‘moderate’ when the nuclear membrane had begun to disintegrate but the nucleoplasm showed no or very little dark patches while ‘Severe’ represented all those nuclei which had increased nucleolar size, dark patches in the nucleoplasm, distorted appearance and membrane disintegration.

***Lipofuscin autofluorescence***

Lipofuscin autofluorescence in the gut was evaluated on day 2, 5, 10 and 15 of adulthood. WT worms were grown on Control RNAi or *mekk-3* RNAi until L4. Around 20-30 worms were then transferred (in triplicate) to fresh RNAi plates supplemented with FUDR. To determine lipofuscin autofluorescence, adult hermaphrodites were anesthetized in 0.2% Sodium Azide and mounted on 2% agarose pads for visualization under microscope using FITC filter. Images were captured using a constant exposure time as above.

***Brood size and reproductive span***

Wild-type worms were grown on control or *mekk-3* RNAi till late L4. Five worms were picked onto fresh RNAi plates and allowed to lay eggs for 24 hours. The worms were then transferred to fresh plates everyday and the eggs/L1s on previous day’s plate were counted. Only eggs that produced viable progeny were considered. Data is presented as number of progenies ± Std. Dev. For calculating reproductive span, individual worms were transferred to fresh plates every day and scored for viable progenies. Fraction of worms that laid viable progenies were plotted against number of days.

***RNA isolation***

RNA was isolated using Trizol (Invitrogen, USA). Briefly, worms grown on vector or RNAi of interest were washed off the plates with M9 buffer. Then, 0.3 ml of Trizol reagent was added and the worms lysed by vigorous vortexing. RNA was purified by phenol:chloroform:isoamylalcohol extraction and ethanol precipitation. The concentration and the purity of the RNA were determined using Bioanalyzer (Agilent, USA). Alternatively, the quality of the ribosomal 28 S and 18 S on an agarose gel was used as a measure of integrity and the absorbance at 260/280 nm was used to determine quantity.

***Cloning***

*mekk-3 cDNA* (1.34 kb) was amplified from wild-type cDNA pool using primers listed below. *PstI* and *XbaI* sites were incorporated in the 5’ and the 3’ primers, respectively. The amplified product was cleaned using PCR Purification Kit (Qiagen, USA) and digested using *PstI* and *XbaI*. This fragment was then cloned in the same sites of *pL4440* vector.

***Generation of transgenic animals***

Transgenic worms were generated using a Microinjection setup consisting of Nikon TiS inverted microscope fitted with Eppendorf Femtojet Express and Transferman NK2. The 2.9 kb promoter region upstream of start codon of *mekk-3* was amplified using a forward primer (5’CCCAAGCTTTGCATTCAGAGGAGAAATACT3’) and reverse primer (5’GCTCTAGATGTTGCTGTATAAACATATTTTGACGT3’) carrying *HindIII* and *XbaI* restriction sites, respectively, using Expand Long Template system (Roche, Germany) and cloned into pPD95.75. The recombinant plasmid was linearized using *HindIII*, purified using PCR purification kit (Qiagen, USA) and injected at a concentration of 25 ng/l into the syncytial gonad of wild-type worms along with 50 ng/l pRF4 *rol-6* co-injection marker. Transformants were selected based on rolling phenotype, and GFP expression was observed under a fluorescence microscope. Four independent lines carrying extra chromosomal arrays were obtained and all gave similar patterns of GFP expression.

***Microarray and qRT-PCR analysis***

cDNA was synthesized using 2.5 µg of RNA and the SuperScript III cDNA synthesis kit (Invitrogen, USA) according to manufacturer’s specifications. Microarray analysis was carried out commercially at Genotypic Technology (Bangalore, India) using an Agilent, USA platform. Data was analysed using GeneSpring software (Agilent, USA) or CLC Genomics Workbench 4 (CLC Bio, USA) and more than 2 fold expression changes with *p* value <0.05 is reported. The microarray data is available at GEO repository with Series record number GSE40252. GO analysis was performed using DAVID (Denn*is et a*l. 2003) and REVIGO (Sup*ek et a*l. 2011).

Gene expression levels were determined by quantitative real time PCR (qRT-PCR) using the Mesagreen MasterMix (Eurogentec, Belgium) and Realplex PCR system (Eppendorf, USA) according to manufacturer’s specifications. Relative gene expression, normalized to actin, was determined between worms treated with control RNAi and gene-of-interest RNAi. Statistical analysis was performed using SigmaPlot 10.0 (Systat software). All the primers used are listed in below.

***Oxidative stress***

Synchronized egg lay was performed using gravid adult worms that were grown on control or *mekk-3* RNAi. The progeny were allowed to develop at 20 °C, and FUDR was overlaid on the plates (final concentration of 50μg/ml) when worms turned young adults. At day 4-5 of adulthood, worms were collected from the RNAi plates and washed three times with S-complete buffer. Approximately 15 adults were dispensed into each well of a 24-well tissue culture plate containing 1ml of 0, 4, 20, 50, 100 or 200 mM paraquot (Sigma) in S-complete buffer. Data from 100 mM paraquot is reported here. Worms in the paraquot were scored every 2–3 h for survival. Worms that failed to respond to gentle prodding were scored as dead. Experiments were repeated two independent times and data is presented as mean survival ± SEM.

***ROS generation***

To measure intracellular levels of ROS, young adult worms were collected in M9 buffer and washed four times using the same buffer. Worm extracts were prepared by freezing the pellet in liquid nitrogen, freeze-thawing for three cycles and then sonicating (setting of 30 amplitude, 12 cycles of 1 sec pulse on/off, 5-8 times using Misonix Ultrasonic processor 4000) in 1× PBS. The cell extract was centrifuged at 20,000 *g* for 15 min at 4 °C, and the protein concentration of the supernatant was determinedusing Bradford protein estimation kit (Biorad, USA). Supernatant containing 5 μg of protein was pre-incubated with 50 μ M of 2,7-dichlorofluorescein diacetate (DCF-DA, Molecular Probes, USA) in 100 μL of PBS at 37 °C for 1 h. Fluorescence intensity was measured in FLUOstar Omega (BMG Labtech, USA) every 10 min for 1 h at excitation wavelength 485 nm and emission wavelength 520 nm. Data is presented as percent WT on control RNAi ± Std.Dev.

***SOD activity***

The total SOD activity was measured using commercially available kit (Sigma, USA). Worms grown on control or *mekk-3* RNAi were harvested and lysed using a waterbath sonicator (Diagenode, USA). SOD activity was measured according to manufacturer’s specifications. The data was normalized to total protein content.

**Identification of PHA-4 and SKN-1 targets in *mekk-3*microarray data**

ChIP-Sequencing peak data for all developmental stages of PHA-4:OP37 strain, having project IDs 582, 585, 3158, 3215, 2945, 4033, 2598 and 584, deposited by the Snyder lab, were downloaded from modENCODE (www.modencode.org)*.* Statistically significant peaks from these different datasets were clustered into one peak file and PeakAnalyzer (Salmon-Div*on et a*l. 2010) software was used to find genes having enriched PHA-4 binding sites in 2kb promoter region using annotations provided in C. elegans WBCEL235 release. The resulting target list was then compared to genes that were upregulated in mekk-3 RNAi treated worms. Similar approach was taken for SKN-1.

***Bacterial dilution-induced DR (BDR)***

***BDR media preparation***

HT115 bacteria were streaked on LB agar plates supplemented with ampicillin and tetracycline and incubated for 12 hour at 37°C. A single colony was inoculated in 200 ml of LB supplemented with ampicillin, in a 2 L flask  and grown for 12 hours at 37°C. The bacterial cells was collected by centrifugation at ~5000 rpm for 10 min. Cells were then re-suspended in S-basal/cholesterol/antibiotics solution [1× S-Basal Medium (5.85 g NaCl, 1.0 g K2HPO4, 6.0 g KH2PO4, 1.0 ml cholesterol (5 mg/ml in ethanol), Carbenicillin (50 µg/ml), Kanamycin (10 µg/ml), Tetracycline (1 µg/ml), Milli-Q water to one liter -sterile filtered] and diluted to the required optical density (OD) using S-basal. OD was measured at 600 nm. Diluted bacterial solutions were kept at 4°C for maximum 2 weeks. Range of O.D. used: 3.5, 1.75, 0.87, 0.44, 0.22, and 0.03.

***BDR Lifespan assays***

All experiments were carried out at 20°C. OP50-seeded NGM plates having well-fed gravid adult worms were bleached and eggs were then kept on a 60 mm NGM RNAi plates seeded with control or *mekk-3* RNAi. After the worms reached young adult stage, FUDR (100 mg/L) was added to each plate to arrest progeny development. About 24 hours following the addition of FUDR, worms were transferred to a single well of a 12-well cell-culture plate containing 1 ml (30 worms per well) of RT S-basal/cholesterol/antibiotics solution with FUDR (100 mg/L). The plate was kept on an Eppendorf Mix-mate 96 well shaker on a rotation of 300rpm, making sure that liquid did not spill. This was placed in a 20 °C incubator for one hour to remove any residual bacterial clumps adhered to the worms. During this time, bacterial solutions for the lifespan were added to the 12-well cell culture plates (1 ml solution per well along with FUDR at 100 mg/L). After one hour, 10 worms per well were moved from the S-Basal to the appropriate bacterial solutions using a P200 pipette. To prevent loss due to worms sticking to the pipette, glass pipette tips were used. These were made using Pasteur pipettes and were connected to the P200 using a short piece of rubber tubing. Worms were moved to fresh bacterial solutions after every 3-4 days at which point they were scored for movement using a platinum wire. Any worm that did not move was pipetted onto a Nematode Growth Media (NGM) plate and allowed to recover. Those that did not respond to gentle prodding with a worm pick were the scored as dead. Any responsive worm was returned to the experiment. During experiments, plates were maintained at 20°C in an Eppendorf 96 well shaker at rotation of 300 rpm.

**References:**

Dennis G, Jr., Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery. *Genome Biol*. **4**, P3.

Hosono R, Mitsui Y, Sato Y, Aizawa S, Miwa J (1982). Life span of the wild and mutant nematode *Caenorhabditis elegans*. Effects of sex, sterilization, and temperature. *Exp Gerontol*. **17**, 163-172.

Lapierre LR, Gelino S, Melendez A, Hansen M (2011). Autophagy and lipid metabolism coordinately modulate life span in germline-less *C. elegans*. *Curr Biol*. **21**, 1507-1514.

O'Rourke EJ, Soukas AA, Carr CE, Ruvkun G (2009). *C. elegans* major fats are stored in vesicles distinct from lysosome-related organelles. *Cell Metab*. **10**, 430-435.

Raizen D, Song BM, Trojanowski N, You YJ (2005). Methods for measuring pharyngeal behaviors. *WormBook*, 1-13.

Salmon-Divon M, Dvinge H, Tammoja K, Bertone P (2010). PeakAnalyzer: genome-wide annotation of chromatin binding and modification loci. *BMC Bioinformatics*. **11**, 415.

Stiernagle T (2006). Maintenance of *C. elegans*. *WormBook*, 1-11.

Supek F, Bosnjak M, Skunca N, Smuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One*. **6**, e21800.

Yang JS, Nam HJ, Seo M, Han SK, Choi Y, Nam HG, Lee SJ, Kim S (2011). OASIS: online application for the survival analysis of lifespan assays performed in aging research. *PLoS One*. **6**, e23525.

Yen K, Le TT, Bansal A, Narasimhan SD, Cheng JX, Tissenbaum HA (2010). A comparative study of fat storage quantitation in nematode *Caenorhabditis elegans* using label and label-free methods. *PLoS One*. **5**, e12810.

List of primers used

How the deposited data were processed for this re-analysis (not part of the article)

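Total RNA from wild-type worms at the L4 stage was hybridised to one-colour Agilent arrays, 2 arrays from worms on control RNAi and 2 from worms on mekk-3 RNAi, each from an independent biological sample. The sample labels write idr-1 RNAi for the mekk-3 RNAi samples, and the description of the series gives both names for the gene. Samples were grouped by RNAi, and the single comparison was mekk-3 RNAi against control RNAi.

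For each array the authors deposited the output of Agilent's Feature Extraction software. The processed signal used here is an intensity that the software had corrected for background and for trends across the array, with substitute values for spots at or below background, and it was not normalized between arrays. The mean signal and the median background signal of each spot, also intensities as the authors deposited them, were used only for an alternative background correction. The flags for spots well above background, saturated spots and outliers came from the same output. The authors also deposited 1 table with a value per probe and array, whose unit and normalization are not stated. In each of its columns, the median ratio to the processed signal of the same array was 1.00, so its values are intensities on the same scale, without centring and without normalization between arrays. The medians of its columns were 53.2 and 97.8 for control RNAi and 61.2 and 104 for mekk-3 RNAi.

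The log2 of the processed signal was taken, outlier spots were left out (between 8 and 55 per array), spots of a probe were averaged, and the 75th percentile of each array over its probes was subtracted. Targets were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 16012 tested targets. Other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The methods' threshold of more than 2-fold with P under 0.05 was applied with limma's unadjusted p. The rule for probes was that a target needs a probe well above background on both arrays of at least 1 group, and that the brightest such probe stands for it. Of 4533 genes with more than 1 tested probe, 100 were more than 2-fold higher, and for 82 of these every tested probe was more than 2-fold higher, while for 6 of them a probe went the other way. The design annotates the probes on the assembly ce4, and positions of probes are given on it. The RefSeq table of WBcel235 was used for names and neighbours only. The array design lists more than 1 locus for 1552 probes.

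The genes named in the text were fixed by a rule: every gene the paper names as measured on the arrays, the RNAi target, regulators whose mutants the paper tests, and, of the targets past an adjusted p of 0.05 whose groups do not overlap, at most 10 higher and 10 lower with the largest fold change. Only 7 targets, all higher, met the last part. For Tables S2 and S3 and for gene families, counts, medians and ranges are given. The 29 families, with at least 5 tested members each, were defined by the stem of the gene name and tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it. The tests, the samples in them, the rule for named genes and the alternatives were fixed before the data were examined, with these exceptions. Added afterwards were 2 alternatives, 1 restricted to RefSeq genes and 1 without probes saturated on any array. The tests that the additional observations name as chosen later were not fixed in advance either. The camera test with an estimated correlation is among them. Saturated spots were kept at their value in the main comparison. Of the tested targets, 356 were saturated on at least 1 array and 182 on all 4.

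The alternatives were quantile normalization, a median shift over probes well above background on all 4 arrays, normexp background correction with an offset of 50, no filter on dim probes, a filter for probes well above background on all 4 arrays, a floor at the lowest signal well above background of each array, the mean of all tested probes of a gene, outlier spots kept, an intensity trend in eBayes, Student's test with equal variances, the replicate number as a block, the authors' table in place of the scanner output, and each array left out in turn. With an array left out, 1 group holds a single array, which is assumed to vary like the arrays of the other group. The slide and the scan could not be tested because all 4 arrays share them. No sample was left out of the main comparison.

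The tests were checked on simulated data for 16003 targets, with 200 of them changed. In the simulation run first, the spread of each gene was set to that observed between its replicates and the log2 changes were 1, 2 or 3. It gave 0 calls at an adjusted p under 0.05, while 152 changed and 379 unchanged targets were past the threshold of the methods. The simulation was then changed after this result was seen, to draw the spread from the prior that eBayes had fitted to the real arrays and to include log2 changes of 6. In it 68 of the 200 changed targets were called, all in the right direction, and 4 unchanged targets were called, 5.56% of the calls. Of 50 targets simulated at each log2 change, 47 were called at 6, 18 at 3, 3 at 2 and 0 at 1. In the same simulation 167 changed and 459 unchanged targets were past the threshold of the methods. The qRT-PCR, lifespan, fat staining and enzyme measurements were not analysed here, nor were the modENCODE binding data or the gene ontology analysis of Fig. S11.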

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

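The tests in this part that were chosen only after their results were seen are the range of the 4 genes over the scalings, the distance between the probes of F01G10.11 and ech-9, the scaling and stage tests of the collagen genes, the test with an estimated correlation and the fit without saturated probes. The trend in probe GC content and signal was first fitted by a local regression, which gave a numeric warning, and was then changed to a polynomial of degree 2.

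Of the 7 targets past an adjusted p of 0.05, the paper does not name 4. The aspartyl protease gene asp-12 (F21F8.4) had a log2 fold change of at least 7.18 because its probe was saturated on both mekk-3 RNAi arrays (limma, adjusted p = 0.0423). For clec-70 (Y46C8AL.3), a C-type lectin gene, it was 4.87 (standard error 0.30, limma, adjusted p = 0.0423). F01G10.11 and clc-21 (T27C5.8) were not well above background on control RNAi, and their log2 fold changes were at least 5.43 (limma, adjusted p = 0.00600) and at least 2.45 (limma, adjusted p = 0.0423), but 3.90 and 1.62 under normexp, where that of asp-12 was 6.88. The adjusted p of F01G10.11 and of clc-21 belongs to the fit of the signals as measured, not to the bound. Each of the 4 genes was higher on both mekk-3 RNAi arrays. Over the 4 scalings the lowest fitted log2 fold change of these genes was 1.62, that of clc-21 under normexp, while the median of all targets stayed within 0.07 of 0, which argues against the scaling of the arrays as the cause. The adjusted p of these genes was not under 0.05 in each alternative: it ranged up to 0.626 for asp-12, 0.563 for clec-70, 0.503 for F01G10.11 and 0.522 for clc-21, in each case under Student's test. With so few arrays that test has little room to call any target, so these highest values say little. RefSeq lists F01G10.11 as a pseudogene next to ech-9, and 341 bases separate its probe from the nearest probe of ech-9, so its signal may come from RNA of ech-9, and the signals of the neighbours cannot be told apart because each is read by probes within the length of a transcript. Whether the other probes also read transcripts of related genes was not tested, since no transcript sequences were at hand.

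The paper does not report genes that fell. At the threshold of the methods, 294 targets were lower on mekk-3 RNAi. The lowest normalized signal well above background was -6.05 on mekk-3 RNAi replicate 2 and between -5.25 and -5.18 on the other arrays, so dim probes can reach lower values on that array. Of the 294 targets, 204 (69.4%) were well above background on all 4 arrays, where no such floor enters, which argues against the floor for these. The other 90 read higher on mekk-3 RNAi replicate 2 than on replicate 1 by a median of 0.23, against 0.04 for all tested targets. A lower floor would make them read lower there. With a floor at the lowest signal well above background of each array, 57 of the 90 stayed past the threshold. These values argue against the lower floor as the whole cause for the 90 as a set. For those lost with the floor, the lower floor cannot be told apart from the RNAi. The count of 294 was 824 without mekk-3 RNAi replicate 1 and 1151 without mekk-3 RNAi replicate 2.

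Of the families outside the lipid, protease and detoxification genes that the paper discusses, 8 were called by camera with a preset correlation. The 137 tested cuticle collagen genes had a median log2 fold change of -0.39 (camera, adjusted p = 2.52e-07). Of these genes 38 were saturated on at least 1 array and 27 on all 4. Signals at the ceiling of the scanner differ between arrays mainly by the scaling, and all 182 targets saturated on all 4 arrays read slightly lower, with a median of -0.12, so their direction is not counted. Of the 99 collagen genes that were not saturated, 83 were lower and 16 higher, and with saturated probes left out the median was -0.52 (camera, adjusted p = 3.83e-08). The median stayed at -0.34 after a trend in probe GC content and mean signal had been removed from all targets, below the lowest of 10000 random lists of the same size (-0.14), and relative to all targets it was -0.26 in the scaling that brought it closest to 0. These values argue against probe GC content, brightness and the scaling of the arrays as the whole cause. The 11 sperm-specific family class genes were also lower, with a median of -0.49 (camera, adjusted p = 0.000101), and all 9 that were not saturated were lower. After the same trend was removed their median was -0.40, which lies within the range of the random lists (lowest -0.70) and was reached by a share of 0.0074 of them. The worms on mekk-3 RNAi could have been at a slightly different point of the L4 stage, but the median of -0.49 of the sperm-specific genes is itself one of the values to be explained and is no test of this. Of the 28 major sperm protein genes 19 were saturated on at least 1 array, and all 6 vitellogenin genes were saturated on all 4, so their medians over all members are set by the ceiling of the scanner and are not given. With saturated probes left out the major sperm protein genes had a median of -0.41 (camera, adjusted p = 0.0143). Stage and RNAi cannot be told apart because no array of another stage is in the design.

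Higher on mekk-3 RNAi were the lysozyme genes (8 tested, median 0.95), the saposin-like genes (23, median 0.41), the F-box B genes (29, median 0.43), the F-box A genes (132, median 0.16), the nuclear hormone receptor genes (181, median 0.15) and the C-type lectin genes (128, median 0.0433). After the trend in probe GC content and mean signal was removed, the medians were 1.02 for the lysozyme, 0.49 for the saposin-like, 0.44 for the F-box B, 0.20 for the F-box A and 0.19 for the nuclear hormone receptor genes, each above all of 10000 random lists, which argues against that trend as the whole cause. For the C-type lectin genes it was 0.0514, as high or higher in a share of 0.0559 of the lists, so the trend stays open there. Relative to all targets, none of these medians changed sign under the 4 scalings. The median of the C-type lectin genes was -0.26 with no filter on dim probes, -0.10 with probes well above background on all 4 arrays and -0.06 without mekk-3 RNAi replicate 2, and in none of these was the family called. Without mekk-3 RNAi replicate 2 the saposin-like, F-box A, F-box B, nuclear hormone receptor and sperm-specific genes were not called either, with medians of 0.15, -0.04, 0.01, -0.01 and -0.42. The nuclear hormone receptor genes were also not called without control RNAi replicate 1 (median 0.12), nor the F-box B genes with probes well above background on all 4 arrays (median 0.05).

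For all of the families called by camera, genes of a family that vary together between worm cultures are a candidate cause. With the correlation between genes estimated, the smallest adjusted p was 0.635, and the estimated correlations ran from -0.07 to 1.00. With 2 arrays per RNAi this test has little room to call a family, so this explanation cannot be told apart from an effect of the RNAi on each family.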

How the results depend on the processing

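The alternatives restricted to RefSeq genes and to probes not saturated on any array were chosen after the data were examined. The cause of a change with the processing was not tested, except where the alternative tests fewer targets or uses fewer arrays.

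Of the 7 targets higher at an adjusted p under 0.05, all 7 were kept under the median shift, the mean of all probes, outlier spots kept and the authors' table, and 6 under quantile normalization, a floor and an intensity trend. Normexp called 48 higher, 6 of the 7 among them, and 5 lower. Without a filter on dim probes 3 were higher, and with only probes well above background on all 4 arrays, where 4 of the 7 could be tested, 4 were. With saturated probes left out, where 6 of the 7 could be tested, 3 were called, and clec-70 and clc-21 had an adjusted p of 0.0517 by limma. Student's test, which has little room to call a target with so few arrays, called 0 higher and 0 lower. Quantile normalization called 1 lower. Leaving out 1 array gave between 103 and 234 higher, all 7 among them in each case, and between 30 and 235 lower. The prior degrees of freedom of eBayes were 3.06 with all arrays, 26.7 without a control RNAi array and 6.81 without a mekk-3 RNAi array. With an array left out the spread comes from 1 group alone, so those counts are not comparable with the counts from all 4 arrays.

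At the threshold of the methods, 496 targets were higher and 294 lower. The number higher was 270 under normexp, 325 with probes well above background on all 4 arrays (of 319 that could be tested, 319 were kept) and 274 under Student's test. The number lower was 155 under normexp and 96 under Student's test. With 1 array left out, between 412 and 890 were higher and between 227 and 1151 lower. The targets that were higher made up 62.8% of those past the threshold, and between 61.1% and 63.5% under the other scalings, 74.1% under Student's test and 40.1% without mekk-3 RNAi replicate 2. With no filter on dim probes the median of all targets was -0.12.

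The arrays share replicate numbers, but with only 2 of each number they are not established as pairs. Same-numbered arrays deviated together from their group means, with a correlation across genes of 0.515. With the number as a replicate block, 28 targets were higher and 6 lower after adjustment, and 576 were higher and 403 lower at the threshold of the methods. The block left the sides of the 2 lists of Table 2, the sod and ctl genes, the lists of Tables S2 and S3 and the RNAi target where they were, and camera called 15 families with it. The slide as a block was not run, because all 4 arrays lie on 1 slide.

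The numbers of Table 2 genes past the threshold of the methods stayed within 1.5 times the main count in each alternative, with 10 to 15 lipid genes and 6 to 8 xenobiotic genes when 1 array was left out. With 1 array left out, the number of sod genes that were higher was 0 to 1, that of ctl genes past the threshold 0 to 3, that of Table S2 genes 77 to 114 and that of Table S3 genes 20 to 31. The log2 fold change of mekk-3 (F18F11.5) lay between -1.36 and -0.98 with 1 array left out, and was -0.91 under normexp. Camera called 13 families, fry 0, camera with an estimated correlation 0, and camera with 1 array left out 6 to 18.

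Of the values of single genes under alternatives with all 4 arrays, 654 kept their direction and side, 19 no longer passed, 2 newly passed and 2 changed sign. With 1 array left out, 162 were kept, 21 no longer passed, 2 newly passed and 11 changed sign. Sign changes occurred for genes that were not called in either setting. Under quantile normalization daf-22 was at 0.0305 and mev-1 at 0.0184. With 1 array left out, sod-2 ranged from -0.32 to 0.12, sod-5 from -0.0368 to 0.30, nhr-49 from -0.0377 to 0.41, daf-22 from -0.14 to 0.0828, mev-1 from -0.22 to 0.15, hsf-1 from -0.12 to 0.50, eat-2 from -0.56 to 0.68 and clk-1 from -0.44 to 0.13. With control RNAi replicate 1 left out, families not called with all arrays were called in the other direction: the heat shock protein genes (median -0.0219) and the large (median 0.31) and small (median 0.30) ribosomal subunit protein genes. Of the latter, 46 of 47 and 29 of 30 were saturated on at least 1 array, so their medians and these calls are set by the scaling of saturated signals and say nothing of their expression. With 1 array left out these medians ranged from -0.0219 to 0.253, from -0.554 to 0.310 and from -0.551 to 0.296.

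Signal over background limits the dim genes. Of the 496 targets that were higher, 135 were not well above background on control RNAi, and of the 294 that were lower, 33 were not well above background on mekk-3 RNAi.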

Differences from the paper's values

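For F09C8.1 the paper's fold change is 2.0 and the value here is 3.95, which is 1.98 on the log2 scale. Of the alternatives set before the data were examined, only leaving out control RNAi replicate 1, with a fold change of 2.92, brought the value within the replicate spread of the paper's. The other alternatives did not, with fold changes between 3.65 and 5.34.

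For the other Table 2 genes that were well above background in both groups, the fold change lay between 0.904 and 1.12 times the paper's. For cpt-3, oac-29, spp-20, ugt-18 and ugt-43, which were not well above background on control RNAi, only a lower bound is given. It is below the paper's value for each, but a bound is below the fit by construction, so this is no disagreement. The fits of the signals as measured, dim ones included, lay between 0.980 and 0.989 times the paper's values. The paper lists pmp-1 among genes past 2-fold, and the value here is 1.89-fold by its brightest probe. The mean of its probes (2.50-fold) and leaving out mekk-3 RNAi replicate 1 (2.17-fold) put it past the threshold of the methods. The paper lists F25A2.1 and oac-49 as higher, and neither was tested here because no probe was well above background on both arrays of a group. With no filter on dim probes both were past that threshold, but the fitted values come from signals near the background and no fold change is given.

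The paper's P values in Table 2 were reached most often under Student's test with equal variances, an alternative set before the data were examined. Its p lay within 1.5 times the paper's for 21 of the 24 genes, and limma's unadjusted p did so for 1, with the 5 genes that are not well above background on control RNAi among the 24. The paper's P for cyp-34A4, 0.0692, is above the threshold that its methods state. Under Student's test the p was 0.0726, and limma's unadjusted p was 0.00868.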

Other observations

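The test of related neighbours and the test of chance placement below were chosen before their results were seen, after the neighbouring position of some of the genes had been noticed. The only difference between the groups that the design sets is the RNAi.

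The genes whose mutants or RNAi the paper combines with mekk-3 RNAi were read on the same arrays. Of these, nhr-8 had a log2 fold change of 1.16 (standard error 0.42, limma, unadjusted p = 0.0383, adjusted p = 0.662), and its 3 tested probes ranged from 1.01 to 1.87. By limma its unadjusted p was not under 0.05 without control RNAi replicate 1 (log2 fold change 0.70) or without mekk-3 RNAi replicate 2 (log2 fold change 0.92), nor with no filter on dim probes (limma, unadjusted p = 0.0536) or under an unmoderated test of the same values. The log2 fold change of pha-4 was 0.44 by its brightest probe and 1.53 by its other tested probe, and the mean of both was 0.99 (limma, unadjusted p = 0.0295). It was 0.40 for skn-1, 0.19 for nhr-49, 0.21 for aha-1, 0.28 for daf-16, 0.29 for pgp-3, 0.19 for hsf-1, 0.06 for eat-2, -0.03 for daf-22, -0.03 for mev-1, -0.16 for clk-1 and -0.52 for gas-1. By limma none of these other genes was past an unadjusted p of 0.05 with all 4 arrays. Under an unmoderated test with equal variances aha-1 was (Student's test, unadjusted p = 0.0442), and its groups did not overlap. Without mekk-3 RNAi replicate 2 the log2 fold change of gas-1 was -0.83. No probe of ahr-1 was well above background on both arrays of a group.

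Genes that were more than 2-fold higher often lay beside each other. Of 14320 tested RefSeq genes in order along the chromosomes, 459 were more than 2-fold higher at an unadjusted p under 0.05, and 64 neighbouring pairs were both among them. When the 459 were placed at random 10000 times, the mean number of such pairs was 14.6 and the highest 30 (permutation p = 1e-04, the smallest these draws can give), which argues against chance placement. The longest run held 6 C-type lectin genes, clec-67, clec-69, clec-70, clec-71, clec-174 and clec-72, chosen after their values were seen, as were ctl-2, ctl-1 and ctl-3, a run of 3. Related neighbours may be read by the same probe. Without pairs that share a family name, a stretch of 12 bases between their probes or a probe listed for both, 43 pairs were left, against a mean of 13.8 and a highest number of 29 in the draws. This excess argues against reading of related neighbours as the whole cause, as far as shared names, shared stretches and shared probes reveal it. Related genes without a shared name remain among the 43 pairs. For these, reading of one gene by a neighbour's probe cannot be told apart from neighbours that rise together on mekk-3 RNAi.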
